# Identification of key pathways and metabolic fingerprints of longevity in *C. elegans*

**DOI:** 10.1016/j.exger.2018.10.003

**Published:** 2018-11

**Authors:** Arwen W. Gao, Reuben L. Smith, Michel van Weeghel, Rashmi Kamble, Georges E. Janssens, Riekelt H. Houtkooper

**Keywords:** *C. elegans*, Caloric restriction, Insulin/IGF-1 signaling, Transcriptomics, Metabolomics, Longevity

## Abstract

Impaired insulin/IGF-1 signaling (IIS) and caloric restriction (CR) prolong lifespan in the nematode *C. elegans*. However, a cross comparison of these longevity pathways using a multi-omics integration approach is lacking. In this study, we aimed to identify key pathways and metabolite fingerprints of longevity that are shared between IIS and CR worm models using multi-omics integration. We generated transcriptomics and metabolomics data from long-lived worm strains, i.e. *daf-2* (impaired IIS) and *eat-2* (CR model) and compared them with the wild-type strain N2. Transcriptional profiling identified shared longevity signatures, such as an upregulation of lipid storage and defense responses, and downregulation of macromolecule synthesis and developmental processes. Metabolomics profiling identified an increase in the levels of glycerol‑3P, adenine, xanthine, and AMP, and a decrease in the levels of the amino acid pool, as well as the C18:0, C17:1, C19:1, C20:0 and C22:0 fatty acids. After we integrated transcriptomics and metabolomics data based on the annotations in KEGG, our results highlighted increased amino acid metabolism and an upregulation of purine metabolism as a commonality between the two long-lived mutants. Overall, our findings point towards the existence of shared metabolic pathways that are likely important for lifespan extension and provide novel insights into potential regulators and metabolic fingerprints for longevity.

## Highlights

• Multi-omics integration identified common longevity signatures.
• Amino acid metabolism was increased in both *daf-2* and *eat-2* mutants.
• Purine biosynthesis pathway was enhanced in the long-lived mutants.

## 1 Introduction

Average life expectancy has dramatically increased over the past few decades, resulting from improvements in healthcare systems in most economically developed countries (Salomon et al., 2012). Aging and life expectancy are affected by genetic predisposition and non-genetic and environmental risk factors, making the process of aging different between individuals (Lopez-Otin et al., 2013). Although the genetic and environmental causes of aging are not fully established, several processes have been identified as hallmarks of aging. Many of these hallmarks involve metabolism, such as deregulated nutrient sensing and mitochondrial dysfunction (Lopez-Otin et al., 2013). A prototypical example of how environmental factors are involved in the metabolic network of longevity is caloric stress. One example of this is caloric restriction (CR), a condition of 20–50% reduced caloric intake, that activates several metabolic pathways and thereby extends lifespan across species (Houtkooper et al., 2010). Besides environmental factors, genetics also play an important role in the metabolic control of aging. So far, several metabolic genes have been identified that influence longevity (Houtkooper et al., 2010). For instance, mammalian longevity is influenced by metabolic changes as a result of genetically determined insulin sensitivity and glucose handling (Riera and Dillin, 2015). Taken together, it is evident that both the environment and genetics play an important role in controlling metabolism and aging. However, it remains to be elucidated how both components interact to regulate metabolism and aging.

*C. elegans* is one of the most popular model organisms for aging studies due to its relatively short lifespan, fully annotated genome and its ease of manipulation (Gao et al., 2018). One of the first aging genes to be discovered was *daf-2*, which encodes a homolog of mammalian insulin/insulin-like growth factor (IGF), and its regulatory mechanisms involved in longevity are highly conserved across a wide range of species, including yeast, flies, mice and human beings (Kenyon, 2011). Lowered DAF-2 signaling leads to translocation of DAF-16, a fork-head transcription factor, that enters the nucleus and activates the expression of numerous genes involved in longevity, lipid metabolism, stress response and innate immunity (Kenyon, 2010). As a result, *daf-2* mutant animals can live twice as long as control animals (Kenyon et al., 1993). In addition, *C. elegans* also serves as a tractable model to study molecular mechanisms underlying CR. Distinct fashions of CR exist, including genetic (i.e. *eat-2* mutants) and dietary interventions (e.g. diluting bacterial food) (Lakowski and Hekimi, 1998; Greer and Brunet, 2009). *eat-2* mutant animals have a dysfunctional pharynx, which slows down food intake, and results in a lifespan increase of approximately 50% (Gao et al., 2017a). Previous studies on *daf-2* and *eat-2* mutants have outlined the essential biological processes involved in the regulatory networks of aging, and have opened up novel avenues for treatments and biomarkers for aging-related diseases (Kenyon, 2010). In fact, longevity mediated mechanisms of either CR or impaired insulin/IGF-1-like signaling (IIS) seem to be partially overlap in terms of the downstream regulatory processes, including activation of autophagy, and inhibition of the target of rapamycin pathway (TOR) (Kenyon, 2010; Panowski et al., 2007; Walker et al., 2005; Yen and Mobbs, 2010). Although the IIS pathway, especially the activation of DAF-16, is associated with CR-induced longevity, it is dispensable for the longevity phenotype observed in *eat-2* mutants (Kenyon, 2010; Lakowski and Hekimi, 1998).

In recent years, studies using high-throughput “omics” approaches have gained commendation as they have provided comprehensive information on the genomic, metabolomic, and proteomic changes that occur during the aging process (Wan et al., 2017). Among all the omics analyses, metabolomics or profiling of metabolites represents possibly the most diverse and complex level of biological regulatory processes, and is intimately linked to phenotype. For instance, metabolite profiles facilitate the generation of phenotypic data of complex metabolic alterations that incorporate messages from multiple levels of systemic regulation, including the genome, the transcriptome, the proteome, the environment and their interactions (Chan et al., 2010). Technological advancements in metabolomics have enabled numerous discoveries of perturbations in physiological networks and have further expanded our knowledge of longevity mechanisms underlying specific biological functions in different organisms, including worms, mice and humans (Houtkooper et al., 2011; Cheng et al., 2015; Gao et al., 2017b).

Although distinct age-related metabolic signatures have been reported in *C. elegans*, the relationship between gene transcription and metabolite levels remains to be fully elucidated. In this study, we aim to identify key metabolic signatures of longevity. We directly compared two long-lived mutant strains, namely *daf-2(e1370)* and *eat-2(ad465)* (from here on called *daf-2* and *eat-2* mutants) by whole-genome microarray and mass spectrometry-based platforms (Gao et al., 2017b). Next, we superimposed these two platforms in a cross-omics approach to visualize the actual changes at two regulatory levels, and identified shared modes of metabolic regulation of longevity.

## 2 Materials and methods

### 2.1 *C. elegans* strains and bacterial feeding strains

The *C. elegans* N2 (wild-type strain, Bristol), *daf-2(e1370)* and *eat-2(ad465)*, and *E. coli* OP50 and HT115 strains were obtained from the *Caenorhabditis* Genetics Center (CGC). Both mutant strains were backcrossed three times and sequenced before use.

### 2.2 Worm growth conditions and worm pellet collection

*C. elegans* were routinely grown and maintained on nematode growth media (NGM) at 20 °C. Worms of each strain were cultured on plates seeded with *E. coli* OP50, then eggs were obtained by alkaline hypochlorite treatment of gravid adults and placed onto plates seeded with *E. coli* HT115. At the young adult stage, each strain was collected by washing them off the culture plates with M9 buffer and the worm pellet was washed with dH_2_O for three times before collection in a 2 mL Eppendorf tube, snap-frozen in liquid N_2_ and lyophilized overnight. For RNA extraction, 500 worms/tube was collected in four replicates per worm strain; for polar metabolite extraction, 2000 worms/tube was collected in five replicates for both long-lived mutants and seven for N2 strain; for fatty acid and amino acid extraction, 2000 worms/tube was collected in four replicates.

### 2.3 Microarray

Total RNA was extracted using the standard Trizol method, followed by phenol‑chloroform purification and further processing by OakLabs Gmbh (Germany). In short, RNA quality and quantity was assessed after DNase clean-up using a 2100 Bioanalyzer (Agilent Technologies). All samples had a RNA integrity value of ≥7.2. RNA was amplified and labeled using a Low Input QuickAmp Labeling Kit (Agilent Technologies) and hybridized using the Agilent Gene Expression Hybridization Kit (Agilent Technologies). An ArrayXS-068300 with WormBase WS241 genome build (OakLabs) was used and fluorescence signals were detected by the SureScan microarray Scanner (Agilent Technologies). Data of all samples were quantile normalized using the ranked median quantiles as described previously (Bolstad et al., 2003). The most significant coding-gene isoform was selected to represent expression for mentioned genes. Fold-change of gene expressions in the mutant strains was characterized as log_2_ (expression_*daf-2 or eat-2 mutant*_/expression_N2_), and the significance (*p*-value) was calculated using a Student's *t*-test. The expression of a certain gene in each long-lived mutant with a *p*-value < 0.05 and a fold-change either less than −1 or higher than 1 was considered as a significant compared to N2 and selected for further analysis. The overlapping up- or down-regulated genes in the long-lived mutants were selected using Venny diagram 2.1.0 (Oliveros, n.d.). KEGG pathway analysis was performed with David (Huang et al., 2009). GO term enrichment analysis was performed with David and ReviGo (Supek et al., 2011). The result from ReviGO was downloaded as an R script and images were imported into Illustrator (Adobe) for further editing.

### 2.4 Metabolomics analysis: polar metabolite measurements

500 μL MQ water, 500 μL MeOH and 1 mL chloroform was added to the dry worm pellet. The following internal standards were added to the homogenate: a mixture of amino acids ((Cambridge Isotope Laboratories, UK) containing 68 nmol dl‑alanine‑2,3,3,3‑*D*_4_, 44 nmol dl‑glutamic acid‑2,4,4‑*D*_3_, 40 nmol l‑leucine‑5,5,5‑*D*_3_, 28 nmol l‑phenylalanine‑ring‑*D*_5_, 34 nmol l‑valine‑*D*_8_, 34 nmol l‑methionine‑(methyl‑*D*_3_), 26 nmol l‑tyrosine‑ring‑*D*_4_, 22 nmol l‑tryptophan‑(indole‑*D*_5_), 46 nmol dl‑serine‑2,3,3‑*D*_3_, 48 nmol proline‑*D*_7_, 24 nmol l‑arginine‑2,3,3,4,4,5,5‑*D*_7_, 28 nmol l‑glutamine‑2,3,3,4,4‑*D*_5_, 32 nmol l‑lysine‑4,4,5,5‑*D*_4_, 26 nmol l‑citrulline‑ureido‑^13^C, 28 nmol l‑ornithine‑3,3,4,4,5,5‑*D*_6_, 42 nmol l‑isoleucine‑*D*_10_, and 46 nmol dl‑aspartic acid‑2,3,3‑*D*_3_ (Gao et al., 2017b)), ^13^C_3_‑pyruvate, ^13^C_6_‑glucose, ^13^C_6_‑fructose‑1,6‑biphosphate, ^13^C_6_‑glucose‑6‑phosphate, adenosine‑^15^N_5_‑monophosphate and guanosine‑^15^N_5_‑monophosphate (5 μM). Thereafter, the worm suspension was homogenized using a TissueLyser II (Qiagen) for 5 min at a frequency of 30 times/s. After centrifugation at 4 °C, ~800 μL of the “polar” top layer was transferred to a new 1.5 mL Eppendorf tube and dried in a vacuum concentrator at 60 °C (GeneVac). Dried residues were dissolved in 100 μL MeOH:MQ water (6:4, v/v). For polar metabolite measurements, we used a Thermo Scientific ultra-high pressure liquid chromatography system (Waltman, MA, USA) coupled to a Thermo Q Exactive (Plus) Orbitrap mass spectrometer (Waltman, MA, USA). The auto-sampler was kept at 10 °C during the analysis and 5 μL sample was injected on the analytical column. The chromatographic separation was established using a Sequant ZIC-cHILIC column (PEEK 100 × 2.1 mm, 3.0 μm particle size, Merck, Darmstadt, Germany) and held at 15 °C. The flow rate was kept at 0.250 mL/min. The mobile phase was composed of (i) acetonitrile:water (9:1, v/v) with 5 mM ammonium acetate; pH = 6.8 and (ii) acetonitrile:water (1:9, v/v) with 5 mM ammonium acetate; pH = 6.8, respectively. The LC gradient program was: start with 100% (i) hold 0–3 min; ramping 3–20 min to 36% (i); ramping from 20 to 24 min to 20% (i); hold from 24 to 27 min at 20% (i); ramping from 27 to 28 min to 100% (i); and re-equilibration from 28 to 35 min with 100% (i). The MS data were obtained in negative ionization mode at full scan range at a mass resolution of 140,000. Interpretation of the data was performed in the Xcalibur software (Thermo scientific, Waltman, MA, USA). α-, β-, d-, & l-metabolites were not distinguished. Statistical analysis was performed using the statistical programming software R (http://www.r-project.org) combined with packages MixOmics (Rohart et al., 2017), ropls (Thevenot et al., 2015) and ggplot2. Metabolites in either *daf-2* or *eat-2* mutants were determined statistically different from N2 worms using a Student's *t*-test and used Benjamini and Hochberg's method to control for false positives with the False Discovery Rate (FDR) (Benjamini and Yekutieli, 2001). Q value refers to the FDR level of significance, which should be <0.05.

### 2.5 Metabolomics analysis: fatty acid and amino acid extraction and analysis

Fatty acids were extracted and analyzed as described (Gao et al., 2017b). In brief, a dry worm pellet was re-suspended in 250 μL ice-cold 0.9% NaCl solution. Worm lysate was obtained by adding a 5 mm steel bead to the worm suspension and mixed using a TissueLyser II (Qiagen) for 2 × 2.5 min at frequency of 30 times/s, followed by tip sonication (energy level: 40 J; output: 8 W) for two times on ice-cold water. Protein quantification was performed with a BCA assay. Worm lysate (containing 150 μg protein) was transferred in a 4 mL fatty acid-free glass vial, and 1 mL of freshly prepared 100% acetonitrile (ACN)/37% hydrochloric acid (HCl) (4:1, v/v) was added to the lysate, together with deuterium-labeled internal standards. Samples were hydrolyzed by incubating at 90 °C for 2 h. After the vials cooled down to room temperature, fatty acids were separated in a hexane layer and then evaporated at 30 °C under a stream of nitrogen. Fatty acid residues were dissolved in 150 μL chloroform-methanol-water (50:45:5, v/v/v) solution containing 0.0025% aqueous ammonia, and then transferred to a Gilson vial for ESI-MS analysis.

Deuterium-labeled internal standards were added to each sample, including 17,17,18,18,18‑*D*_5_‑C18:0 (5.04 nmol, CDN isotope, Canada), 3,3,5,5‑*D*_4_‑C24:0 (2.52 nmol, Organic Synthesis Laboratory of VU Medical Center, The Netherlands) and 3,3,5,5‑*D*_4_‑C26:0 (0.25 nmol, Organic Synthesis Laboratory of VU Medical Center, The Netherlands); we also ran an additional five samples with increasing amounts of a fatty acid mixture (C18:0, C24:0 and C26:0) to make a five-point calibration curve. In these additional five samples, above-mentioned internal standards were also added (Gao et al., 2017b).

Amino acids (AAs) were extracted by transferring worm lysate (contains 50 μg of protein) to a 2 mL Eppendorf tube, and 1 mL of 80% ACN plus 20 μL of internal standard mixture was added to the lysate and homogenized by vortexing (Gao et al., 2017b). Samples were centrifuged and the supernatant was transferred to a 4 mL glass vial and evaporated under a stream of nitrogen at 40 °C. After evaporation, AA residue was dissolved in 220 μL of 0.01% heptafluorobutyric acid (v/v in MQ water). Then the suspension was transferred to a Gilson vial for UPLC-MS/MS analysis.

### 2.6 Cross-omics data analysis

Microarray transcriptomics data and polar metabolite data were integrated using package Pathview (Luo and Brouwer, 2013) in R. Metabolic enzymes nodes compromised of multiple enzymes were colored using the sum of all related gene expressions. The first gene listed in KEGG for a certain enzyme was selected for use in the figure.

### 2.7 Gene expression profile visualization

Heat maps of gene expression profile were plotted using “R2” (Genomics analysis and Visualization platform) (http://r2.amc.nl).

## 3 Results

### 3.1 Gene expression analysis reveals the major signaling pathways important for longevity

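RNA of young adult worms was measured on 12 one-colour Agilent arrays, 4 per strain, and each array carried the labeled RNA of 1 tube of 500 worms grown at 20 °C. N2 is the wild-type strain, *daf-2(e1370)* worms carry a mutation in the insulin/IGF-1 receptor gene, and *eat-2(ad465)* worms eat less because their pharynx pumps slowly. The authors deposited the scanner output of every array, in which the signal of each spot is background-subtracted and detrended within the array, and a matrix of the signals after quantile normalization between the arrays. Strains were compared on the scanner output. Each array held 61657 spots other than controls, which form 57925 transcript probes for 47098 gene names. Repeated spots of a probe were averaged, and the 8 to 45 spots per array that the scanner software had marked as non-uniform or outlying were left out. The log2 signals were then quantile normalized to the median of the ranked values, the procedure named in the methods of the paper. Between 51.1% and 55.8% of the spots per array were well above background, against 0% to 2.27% of the 308 negative control spots, and no probe was saturated. The probes well above background on every array of at least 1 strain were tested, which are 30912 probes of 21183 genes. limma fitted a mean per strain to all 12 arrays, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Each gene was represented by its probe with the smallest p, following the paper's choice of the most significant isoform. A gene was counted as past the threshold at an adjusted p under 0.05 and a log2 fold change above 1 or below -1, and a gene named in the text was called higher or lower at an adjusted p under 0.05 whatever the size of its change. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.11 in both mutants. With 4 arrays against 4, the smallest p that an exact permutation test with both directions counted can give is 0.0286. Across probes, the log2 signals of arrays of the same strain had Pearson's r between 0.985 and 0.996. The first principal component held 64.3% of the variance and the next one 19.4%, and the strains formed separate clusters on these components. The arrays lay on 4 slides, of which 1 held all 3 strains, 1 held only N2, 1 held N2 and *daf-2* and 1 held 3 *eat-2* arrays and 1 *daf-2* array, so that slide and strain overlap in part. Arrays of *eat-2* and N2 shared only 1 slide, with 1 array of each. A model with slide as a block can therefore lose a call in *eat-2* through lower precision, without a smaller change. Gene coordinates are those of WBcel235, since 49.8% of 14274 genes with a single coding transcript had the same start or end on the array and in the WBcel235 gene table.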

To comprehensively quantify changes in global gene expression, we performed microarray analysis for the long-lived mutants *daf-2* and *eat-2* and used N2 as the control group. Differentially expressed genes (DEGs) in the long-lived mutants compared to N2 were analyzed using gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment. In *daf-2* mutants, 3544 genes were significantly upregulated and 2336 genes were downregulated compared to those in N2 worms (Fig. 1a). 

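In the deposited arrays, 3295 genes were past the threshold upward and 2179 downward in *daf-2*, of the 21183 genes tested. At an adjusted p under 0.05 and without a minimum size, 6295 genes were higher and 9164 lower. The median log2 fold change over all genes tested was -0.18, so small decreases of single genes lie near that of a typical gene. Protein-coding genes made up 2754 of the upregulated and 1401 of the downregulated genes, non-coding RNA genes 147 and 440, and pseudogenes 169 and 183. The median absolute log2 fold change of the genes past the threshold was 1.95 upward and 1.29 downward. Among genes well above background on all 8 arrays compared, the largest increases were those of *H39E23.3*, with a log2 fold change of 10.14, *col-49* with 7.18, *col-60* with 6.77, *F21F3.3* with 6.61 and *col-175* with 6.56. The largest decreases were those of *clec-190* with -5.13, *ilys-5* with -4.62, *F44E5.4* with -3.59, *F44E5.5* with -3.58 and *Y17G9A.4* with -3.57, and the probes of *F44E5.4* and *F44E5.5* match both of these genes. Background correction by normexp with an offset of 50, before the quantile normalization, moved the counts most, to 1694 genes up and 426 down. That offset shrinks the log2 ratios of dim probes. The balance of directions depends on the processing. Of the genes past the threshold, 60.2% were upregulated after quantile normalization and 79.9% after normexp. The share was 75.7% when each array was shifted to a common 75th percentile (3845 up and 1231 down). With slide as a block in the model, the counts were 3253 and 1925. The *daf-2* transcript itself was higher in *daf-2* mutants, at a log2 fold change of 0.40 (standard error 0.12, adjusted p = 0.011), and on all 4 *daf-2* arrays it was above all N2 arrays (exact permutation test, p = 0.0286). This call was lost with the 75th percentile shift (0.15, adjusted p = 0.286), with slide as a block (0.20, adjusted p = 0.11) and with the mean of its probes (0.21, adjusted p = 0.135).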

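The same comparison for *eat-2* gave 2169 genes past the threshold upward and 793 downward, 10.2% and 3.74% of the genes tested. Without a minimum size, 4925 genes were higher and 5401 lower at an adjusted p under 0.05. The median log2 fold change over all genes tested was -0.084. Of the genes past the threshold, 1878 of the upregulated and 631 of the downregulated are protein-coding. Their median absolute log2 fold change was 1.58 upward and 1.32 downward. *C06E4.3* had the largest increase among genes well above background on all 8 arrays compared, with a log2 fold change of 7.00 (standard error 0.10, adjusted p = 5.68e-12), followed by *F47C10.6* with 5.07, *D1054.8* with 4.11, *dod-24* with 4.05 and *C14C6.5* with 3.92. *F56D6.9* with -3.70, *cnc-11* with -3.57, *F56D6.8* with -3.56, *C18D11.6* with -3.31 and *R09E10.13* with -3.16 had the largest decreases. After normexp correction, 83.7% of the genes past the threshold were upregulated (821 up and 160 down), against 73.2% without it. A direct comparison of *daf-2* with *eat-2* found 1533 genes higher and 1032 lower in *daf-2*. The *eat-2* transcript itself was lower in *eat-2* mutants, at a log2 fold change of -1.82 (standard error 0.27, adjusted p = 0.00019). Of the 4 *eat-2* arrays, 3 were well above background at its probe. The size of this decrease depended on the processing, while the call was kept. It was -0.50 after normexp correction, under the threshold on size, -1.68 with the 75th percentile shift and -2.36 with slide as a block.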

In *eat-2* mutants, we found fewer genes to be significantly changed, with 2352 and 983 genes being up- and down-regulated, respectively (Fig. 1b).

**Fig. 1:**
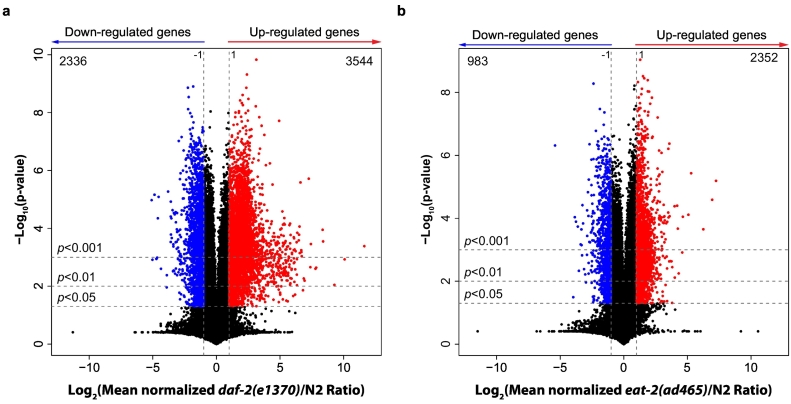
Transcriptional alterations in long-lived *daf-2* and *eat-2* mutants compared to N2 worms. (a) Volcano plot of log_2_-transformed fold change of gene expression in *daf-2(e1370)* over N2 worms. (b) Volcano plot of log_2_-transformed fold change of gene expression in *eat-2(ad465)* compared to those in N2 worms. *p*-Value was calculated using Student's *t*-test. The vertical dashed lines represent the log_2_ fold change = −1 or 1, horizontal dashed lines denote *p*-value cutoffs. The number of genes that are significantly up- (red) or down- (blue) regulated (*p*-value < 0.05) in each panel is also mentioned. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

To find shared pathways that are important for regulation of longevity, we focused on genes that have a similar change in expression in both *daf-2* and *eat-2* using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (Huang et al., 2009) and ReviGo (Supek et al., 2011) (Fig. 2). GO term enrichment analysis for biological processes was performed on 1722 genes that were upregulated and 617 genes that were downregulated in both long-lived mutants. 

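Of the genes past the threshold, 1716 were upregulated and 528 downregulated in both mutants, which is 79.1% and 66.6% of the genes called in *eat-2* and 52.1% and 24.2% of those called in *daf-2*. Independent changes in the mutants would give 337 and 81.6 shared genes. Both comparisons use the same N2 arrays, which by itself makes the fold changes resemble each other. In 50 simulations without any difference between strains, at most 1 gene was upregulated in both mutants and 0 were downregulated in both. Across the 21183 genes, which are not independent replicates, the log2 fold changes of the mutants had Pearson's r of 0.638 and Spearman's rho of 0.651. The simulations with shared N2 arrays gave a mean r of 0.495 and a highest r of 0.817. Their fold changes are noise alone, so they cannot show how much of the observed r comes from the shared control. When 2 N2 arrays were assigned to each mutant, r averaged 0.586 over the 6 divisions, between 0.536 and 0.601. No N2 array is shared in these divisions, which argues against the shared arrays alone as the cause of the correlation. The change was larger in *daf-2* for 1609 of the shared upregulated and 387 of the shared downregulated genes, and 291 and 49 of them were also past the threshold in the direct comparison of the mutants. A further 109 genes were past the threshold in opposite directions. Among genes well above background on all arrays, *Y47D7A.6* rose by a log2 fold change of 4.20 in *daf-2* and 3.20 in *eat-2*, *dyf-3* by 3.70 and 2.87, *nspb-4*, whose probe also matches 1 other gene, by 3.72 and 2.83, *col-49* by 7.18 and 3.42 and *col-175* by 6.56 and 3.06. In the other direction, *acdh-2* changed by -3.13 and -2.34, *ZK970.7* by -2.48 and -3.06, *cnc-7* by -2.49 and -2.72, *cpt-3* by -2.41 and -2.26 and *F44E5.4* by -3.59 and -2.25. The shared counts moved most after normexp correction, to 605 upregulated and 75 downregulated genes.

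**Figure D1:**
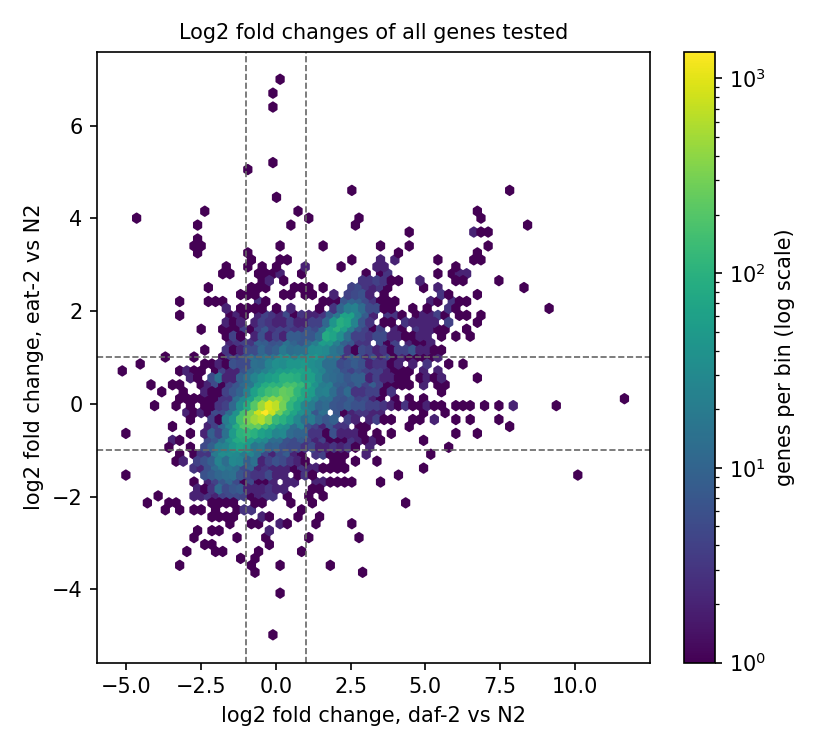
Log2 fold change against N2 in *daf-2* (x axis) and *eat-2* (y axis) for all 21183 genes tested, with the number of genes per bin as color on a log scale and dashed lines at 1 and -1. Genes past the threshold in both mutants in 1 direction lie in the upper right (1716) and lower left (528) corners.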

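Gene families defined by their symbols before the data were examined give a measure of the sperm and lipid genes in this comparison. The 35 major sperm protein genes (*msp*) were past the threshold upward in both mutants without exception, with a median log2 fold change of 1.64 in *daf-2* and 1.39 in *eat-2*. The 20 *spe* genes, named for spermatogenesis-defective mutants, had array medians that averaged 1.16 and 1.00 above those of N2 on the log2 scale, and 13 of them passed the threshold upward in each mutant. On every array of both mutants the family medians of *msp* and *spe* were above those of all N2 arrays (exact permutation test, p = 0.0286 for each family and mutant, 0.0381 after adjustment over the 18 families and 2 mutants). Of the families linked to lipids, the lipid binding proteins (*lbp*, 9 genes) had a median of 0.47 in *daf-2* (adjusted p = 0.0264, camera) and 0.33 in *eat-2* (adjusted p = 0.112), and the first of these was no longer called with the 75th percentile shift (0.25, adjusted p = 0.454) or without *daf-2* replicate 1 (0.42, adjusted p = 0.094). The lipases (*lipl*, 7 genes) had medians of 0.098 in *daf-2* (adjusted p = 0.291) and 0.71 in *eat-2* (adjusted p = 0.0499), the former turning to -0.23 and the latter no longer called (adjusted p = 0.0913) with the 75th percentile shift. In *daf-2*, however, 3 of the *lipl* genes were past the threshold upward, fry called the family higher (adjusted p = 6.15e-07), and its array medians were all above those of N2, by 1.19 on average (exact permutation test, p = 0.0286), so the measures of this family differ. The call of *lipl* in *eat-2* was also lost with slide as a block (0.74, adjusted p = 0.0545). It was lost too without any 1 of 8 of the arrays. The highest adjusted p among these came without *eat-2* replicate 2 (0.72, adjusted p = 0.0678). The 6 vitellogenins (*vit*), which carry lipid to the oocytes, had medians of -0.70 and -0.42. Both were called by camera (adjusted p = 0.0118 and 0.0153) and neither was with the 75th percentile shift (adjusted p = 0.105 and 0.0913). In simulated arrays on which no *vit* gene was changed, camera still called this family at a median of -0.23. Cuticle collagens (*col*, 155 genes) and *abu* genes (15 genes) were also higher, with medians of 0.80 and 4.98 in *daf-2* and 0.54 and 1.23 in *eat-2*, and the *abu* array medians in *eat-2* did not separate fully from N2 (exact permutation test, p = 0.0571). Camera with its preset correlation of 0.01 called 22 of the 36 pairs of family and mutant, all of which were also called by fry, which called 31. The number called in *daf-2*, 10 of 18 families, was also reached by other divisions of the same 8 arrays. In *eat-2* it was not, by a margin of 1 family, with 13 in the real division and 12 in the next. The divisions other than the real one, which mix the strains, called a median of 4 of the 18 families in each mutant. A camera call of a single family therefore does not by itself set the real division apart.

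**Figure D2:**
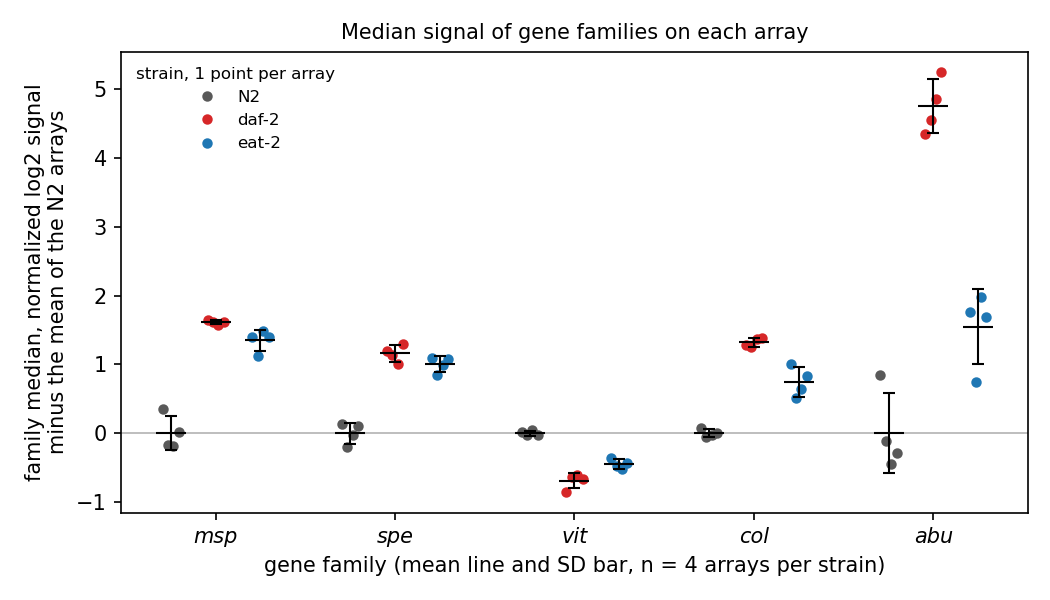
Median normalized log2 signal of 5 gene families on each of the 12 arrays, relative to the mean of the N2 arrays, with the mean and SD of the 4 arrays per strain. The *daf-2* arrays lie 1.61 above the N2 mean for *msp* and 4.75 for *abu*.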

Enriched GO terms for upregulated genes included phosphorus metabolic process, lipid localization, regulation of anatomical structure, morphogenesis, cell surface receptor signaling pathways, response to stress, regulation of cell proliferation, male meiosis, spermatogenesis and flagellated sperm motility (Fig. 2a). For the 617 genes that were downregulated in both long-lived mutants, we observed an enrichment of GO terms for aromatic compound biosynthesis, heterocycle biosynthesis, RNA metabolism, regulation of RNA stability, response to abiotic stimulus, positive regulation of nucleobase-containing compound metabolism, regulation of nitrogen compound metabolism, mesoderm development and regulation of cell differentiation (Fig. 2b).

**Fig. 2:**
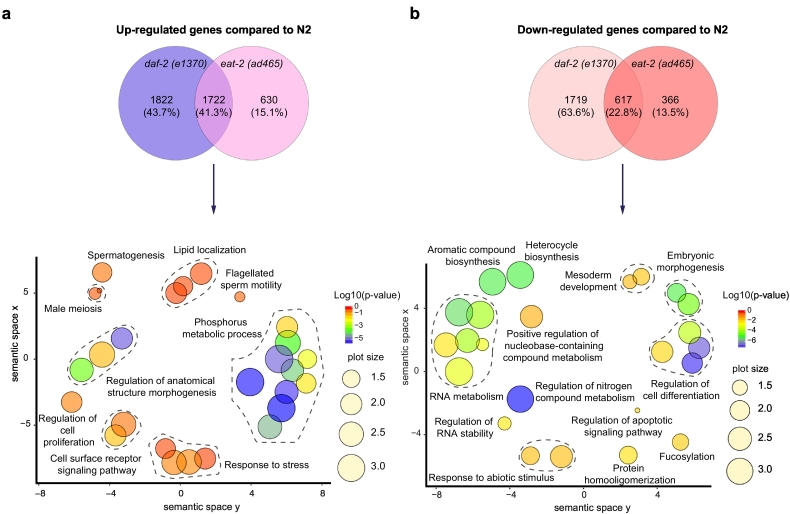
Venn diagram and GO term enrichment analysis comparing *daf-2* and *eat-2* mutants with N2. (a) Venn diagram of significantly upregulated genes in both long-lived mutants identified 1722 shared transcripts. GO term enrichment (biological process) of these genes using David and ReviGO highlighted several metabolic pathways such as lipid metabolism and phosphorus metabolic process. Venn diagram percentages in brackets indicate the number of genes that account for the % of the total up-/downregulated genes. (b) Venn diagram of significantly downregulated genes in both long-lived mutants identified 617 transcripts. GO term enrichment (biological process) of these genes using David and ReviGO shows an attenuation of process that are involved in biosynthesis of macromolecules such as aromatic compounds, nucleobase-containing compounds and nitrogen compounds. The size of the plot is indicative of the frequency of the GO term in the underlying Gene Ontology Annotation database; the plots are color-coded according to significance (log_10_-transformed); level of significance increases from red to blue. GO terms belonging to the same cluster were grouped and circled in dark grey dashed line. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

Similar results were obtained when analyzing the upregulated genes for KEGG pathway analysis using DAVID (Table 1). 

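Families of enzymes named in this list moved in different ways. The 41 glutathione S-transferases (*gst*), part of xenobiotic and drug metabolism, had a median log2 fold change of 0.55 in *daf-2* (camera adjusted p = 0.00385). In *eat-2* the median was 0.39 (camera adjusted p = 1.81e-05). Past the threshold were 14 genes upward and 5 downward in *daf-2*, and 11 upward and 1 downward in *eat-2*. Cytochrome P450s (*cyp*, 67 genes) were lower in *eat-2*, at a median of -0.24 (adjusted p = 0.00215), with 13 genes past the threshold downward and 3 upward. In *daf-2* their median was -0.15 (adjusted p = 0.928), which became 0.025 with the 75th percentile shift, with 11 up and 8 down. UDP-glucuronosyltransferases (*ugt*, 56 genes) had medians of 0.076 in *daf-2* (-0.015 with slide as a block) and 0.15 in *eat-2*, and camera called neither (adjusted p = 0.825 and 0.0587), although the shift in *eat-2* was called under most other settings, among them the 75th percentile shift (adjusted p = 0.0142). The array medians of *ugt* in *daf-2* were all below those of N2, at -0.30 on average (exact permutation test, p = 0.0286), opposite to the median over genes. For fatty acid metabolism, the desaturases (*fat*, 7 genes) had medians of 0.21 and 0.16, neither called by camera (adjusted p = 0.224 and 0.376) and both by fry (adjusted p = 0.000435 and 0.0182). The first of these turned to -0.27 with the 75th percentile shift. Acyl-CoA dehydrogenases (*acdh*, 13 genes), which act in fatty acid degradation, had medians of -0.074 and -0.12 without a camera call, with 3 genes up and 2 down past the threshold in *daf-2*, where the array medians averaged -0.27 relative to N2 (p = 0.0286 by the same exact test). The pathway lists behind the published enrichment were not available, so it was not tested again.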

We observed a significant enrichment in intermediary metabolism processes including fatty acid degradation, metabolic pathways, biosynthesis of antibiotics, metabolism of xenobiotics by cytochrome P450, drug metabolism, amino acid synthesis, lipid metabolism, tyrosine metabolism, glycine, serine and threonine metabolism, aromatic compound degradation, branched-chain amino acid synthesis, and cysteine and methionine metabolism. Downregulated genes mapped to the TGF-beta signaling pathway, Wnt signaling pathway, protein processing in the endoplasmic reticulum and ubiquitin mediated proteolysis pathways (Table 1).

**Table 1:**
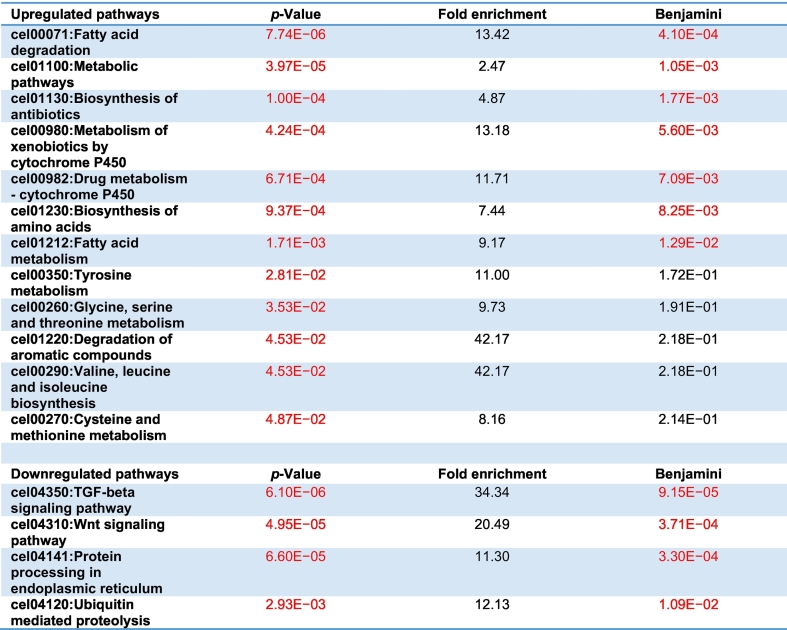
KEGG pathway enrichment analysis of the 1722 up-regulated genes and 617 down-regulated genes of both long-lived mutants compared to N2. Pathways that are significantly up-/downregulated (*p* < 0.05 after Benjamini correction) are marked in red.

Taken together, we observed an enrichment of cellular metabolic pathways and energy metabolism pathways in both long-lived mutants. Furthermore, pathways that regulate the biosynthesis of macromolecules, such as aromatic and nitrogen compounds, were attenuated in both long-lived mutants, suggesting an overall low energy-consuming state.

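Among the families linked to the synthesis of macromolecules, the 72 cytosolic ribosomal protein genes had a median log2 fold change of -0.24 in *daf-2* (camera adjusted p = 7.06e-05) and -0.072 in *eat-2* (adjusted p = 0.0181), the latter turning to 0.033 (adjusted p = 0.738) with the 75th percentile shift and not called without *eat-2* replicate 4 (-0.077, adjusted p = 0.0594). None of them was past the threshold. Over all genes tested, the median was -0.18 in *daf-2* and -0.084 in *eat-2*. Camera called this family also in simulated arrays on which it was unchanged, at a median of -0.081. A median of the size seen in *eat-2* therefore also arose without a change of the family. The 57 histone genes (*his*) had medians of -0.28 in *daf-2* (adjusted p = 0.0175) and -0.54 in *eat-2* (adjusted p = 1.2e-10), and the call in *daf-2* was lost with the 75th percentile shift (-0.21, adjusted p = 0.105) and without N2 replicate 1 (-0.22, adjusted p = 0.0659), N2 replicate 2 (-0.21, adjusted p = 0.0713) or *daf-2* replicate 4 (-0.21, adjusted p = 0.0698). Over the 50 genes with a probe, of the 51 that the paper names in its text, 26 were higher and 15 lower in *daf-2* at an adjusted p under 0.05, and 22 and 13 in *eat-2*. Adjusted over the list alone, the counts were 26 and 15 in *daf-2* and 22 and 13 in *eat-2*, which is not independent evidence because the study chose these genes on the same arrays. From the lower expression of pathways of macromolecule biosynthesis in both mutants, the paper proposes that the mutants are in a low energy-consuming state.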

### 3.2 Metabolomics analysis uncovers distinct metabolic changes in both long-lived mutants

In order to provide novel insight into the relationship between longevity and metabolism, we characterized the metabolic fingerprints of the long-lived mutants by performing semi-targeted metabolomics with a focus on polar metabolites (Fig. 3). Polar metabolite profiles of the two long-lived mutants and N2 worms were analyzed using unsupervised PCA analysis which demonstrated marked differences in metabolite profiles between the strains (Fig. 3a). The long-lived mutants differed in a number of metabolic features compared to N2 worms (Fig. 3b). In total, we observed thirteen metabolites that were significantly altered in either one or both long-lived mutants. We observed a lowered level of three metabolites in both of the long-lived mutants, including the glycerolipid intermediate glycerol‑3P, the nucleobase adenine, and the purine base xanthine. Additionally, the nucleotide adenosine monophosphate (AMP) was increased in both *daf-2* and *eat-2*. Two metabolites—the TCA intermediate succinate and adenosine diphosphate (ADP)—were significantly changed in both long-lived mutants, although both metabolites were lowered in *daf-2* mutants and increased in *eat-2* mutants. Furthermore, we observed distinct metabolites that changed in either of the two long-lived mutants. For instance, we detected four metabolites that are uniquely changed for *daf-2* mutant, including reduced TCA cycle intermediate citrate/isocitrate and malate, reduced pentose phosphate pathway (PPP) intermediate gluconate, and elevated glycolytic intermediate phosphoenolpyruvate (Fig. 3b and Supplementary Table S2). Moreover, three metabolites showed an increased levels in *eat-2* mutants, including two pyrimidine metabolism intermediates—uridine monophosphate (UMP) and uracil—and one purine metabolism intermediate—guanosine monophosphate (GMP) (Fig. 3b and Supplementary Table S2).

To expand on the characterization of metabolites in long-lived mutants, we measured amino acids and fatty acids using our targeted quantitative mass spectrometry (MS) platform (Gao et al., 2017b). We observed a decrease in most individual amino acids in the two long-lived mutants compared to N2 worms (Fig. 3c). The total abundance of amino acids was significantly decreased in both long-lived mutants (Fig. 3d). These results suggest the reorganization of amino acid metabolism in the two long-lived mutants.

**Fig. 3:**
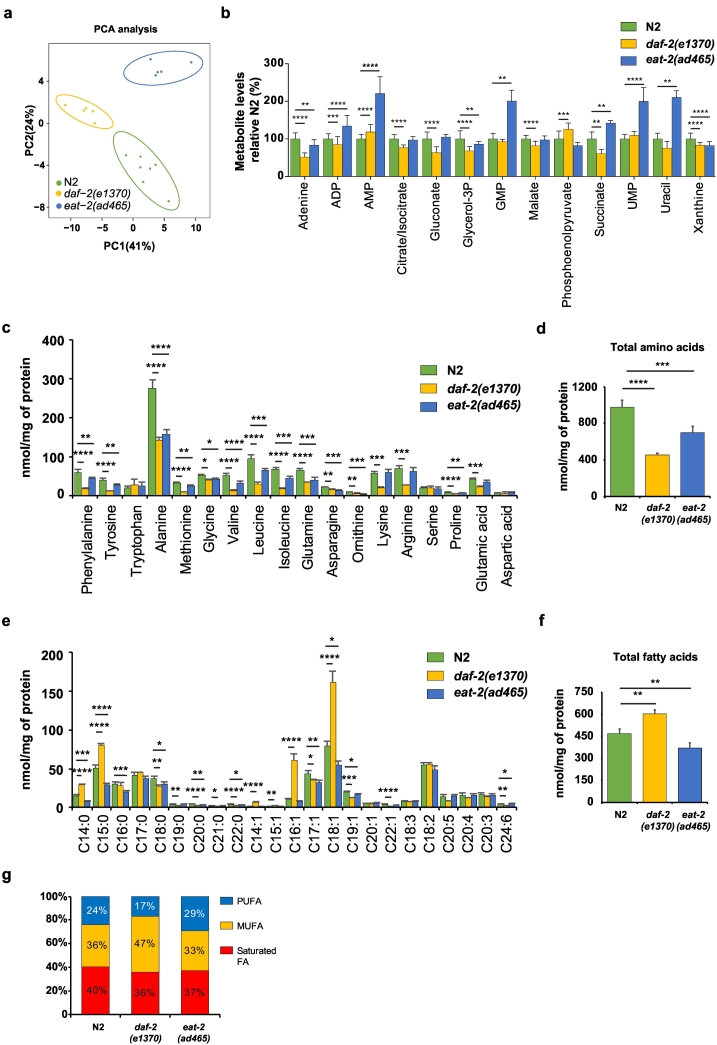
Metabolite signatures of the long-lived mutants *daf-2* and *eat-2*. (a) Principle Component Analysis (PCA) analysis score plot showing group separation based on polar metabolite profiles in both long-lived mutants compared to N2 worms, ellipses represent the 95% confidence interval. (b) Polar metabolite profiles of *daf-2* and *eat-2* mutants compared to N2 worms (metabolites that are significantly different (FDR < 0.05) are selected and the *p*-values from the *t*-test is indicated as *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001). Several shared metabolic signatures were detected, including increased levels of AMP, decreased levels of glycerol‑3P, adenine, and xanthine. Unique metabolite signatures for each long-lived mutant were also observed, for the *daf-2* mutant: increased levels of phosphoenolpyruvate, and decreased levels of citrate/isocitrate, gluconate, ADP, succinate and malate; for the *eat-2* mutant: increased levels of succinate, UMP, uracil, GMP, and ADP. (c) Most amino acid species in both long-lived mutants were lowered compared to N2 worms. (d) Total amino acids in both *daf-2* and *eat-2* mutants were significantly lower compared to that in N2 worms. (e) A number of abundant fatty acids were increased in *daf-2* mutants compared to N2 worms, whereas most fatty acids in *eat-2* mutants were decreased compared to N2. (f) Total fatty acids in *daf-2* mutants were significantly elevated while those in *eat-2* mutants were significantly decreased. (g) Mono-unsaturated fatty acids (MUFA) were more abundant in *daf-2* mutants and PUFAs were more abundant in *eat-2* mutants. The bar graphs depict mean ± SD. Significance in panel c–f was calculated using one-way ANOVA; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

From the transcriptional dataset analysis, we identified several pathways involved in lipid metabolism, including the KEGG pathway terms fatty acid degradation and fatty acid metabolism, and the GO terms lipid localization and lipid storage (Fig. 2, Table 1). We therefore examined the specific lipid signatures in the two long-lived mutants (Fig. 3e). We observed marked changes in fatty acid levels that were shared between both long-lived mutants, namely lowered levels of saturated fatty acid C18:0, C20:0, C22:0 and odd-chain monounsaturated fatty acid (MUFA) C17:1 and C19:1. In the *daf-2* mutants only, we observed an elevated level for several saturated fatty acids and MUFAs, including C14:0, C15:0, C14:1, C15:1, C16:1, and C18:1 (Fig. 3e and Supplementary Table S2). Some fatty acids were decreased in *daf-2* mutants, including saturated fatty acids C19:0, C20:0, C21:0, C22:0, MUFA C22:1, and polyunsaturated fatty acid (PUFA) C24:6. In *eat-2* mutants, fatty acid levels were generally lower, such as the saturated fatty acids C14:0, C15:0, C16:0, and the MUFA C18:1. In addition, the total amount of fatty acids in *daf-2* mutants was significantly increased, while this was opposite in *eat-2* mutants (Fig. 3f). Interestingly, *daf-2* and *eat-2* mutants showed a distinct lipid saturation profile; the former has a higher proportion of MUFAs compared to the other two strains, and the latter has more PUFAs (Fig. 3g). Taken together, these results suggest a distinct utilization of lipids in both long-lived mutants and a tight regulation of energy metabolism in these animals.

### 3.3 Cross-omics analysis highlights important nodes in central carbon metabolism

Following the changes in polar metabolites, we then focused on elucidating key nodes of central carbohydrate metabolism and nucleotide metabolic pathways. We integrated the polar metabolite profiles together with the gene expression profiles for both long-lived mutants and plotted both omics datasets in the known pathways and interactions annotated in KEGG (Fig. 4) (Luo and Brouwer, 2013). In the glycolysis/gluconeogenesis pathway, we observed an upregulated expression for *pfk-1.2* in both long-lived mutants (Fig. 4). This gene encodes phosphofructokinase, which is one of the major regulatory enzymes of glycolysis that irreversibly catalyzes β‑d‑fructose‑6P to β‑d‑fructose‑1,6P_2_. 

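The probe of *pfk-1.2* (WBGene00008230, chromosome V from 9531819 to 9534537), listed on the array as *pfk-2*, had a normalized log2 signal of 5.74 ± 0.11 (SD, n = 4 arrays) in N2, 7.56 ± 0.18 in *daf-2* and 7.27 ± 0.23 in *eat-2*. The log2 fold change was 1.82 (standard error 0.12, adjusted p = 1.7e-07) in *daf-2* and 1.52 (standard error 0.12, adjusted p = 1.75e-06) in *eat-2*, both from limma, and every array of either mutant was above every N2 array (exact permutation test, p = 0.0286). With each array left out in turn, the log2 fold change was between 1.73 and 1.94 in *daf-2*, highest without *daf-2* replicate 3, and between 1.44 and 1.61 in *eat-2*. Normexp correction lowered the log2 fold changes of *pfk-1.2* to 1.21 in *daf-2* and 1.00 in *eat-2*, the latter just under the threshold on size, and the 75th percentile shift raised them to 2.12 and 1.70. The paper's reported log2 ratio in *daf-2* is 1.78.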

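The gene *gpd-4* (WBGene00001686, chromosome II from 10171270 to 10172496) had a single probe, with a log2 fold change of -0.57 (standard error 0.061, adjusted p = 7.19e-06) in *daf-2* and -0.37 (standard error 0.061, adjusted p = 0.000436) in *eat-2* from limma. All arrays of both mutants were below all N2 arrays (exact permutation test, p = 0.0286). The decrease was larger in *daf-2* than in *eat-2* in the direct comparison, at a log2 difference of -0.20 (adjusted p = 0.0171).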

We detected downregulation of *gpd-4* (glyceraldehyde‑3‑phosphate dehydrogenase) in both long-lived mutants, however, this had only a minor influence on the concentrations of glycolytic intermediates in the following steps. In addition, except *pyk-1* (pyruvate kinase) that regulates the final step of glycolysis, expression levels of genes encoding the transitional glycolytic enzymes, including *pgk-1* (phosphoglycerate kinase), *ipgm-1* (phosphoglycerate mutase), and *enol-1* (enolase) remained unaltered in both long-lived mutants. 

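The log2 fold change of *pgk-1* (WBGene00020185, chromosome I from 3867541 to 3869133) was 0.094 (adjusted p = 0.209) in *daf-2* and -0.095 (adjusted p = 0.253) in *eat-2* from limma, and only after normexp correction was it called lower in *eat-2* (-0.24, adjusted p = 0.00415). *ipgm-1* (WBGene00019001, chromosome I from 6569614 to 6572600) changed by 0.23 (adjusted p = 0.00108) in *daf-2* and by -0.17 (adjusted p = 0.014) in *eat-2*. All arrays of each mutant lay on 1 side of all N2 arrays (exact permutation test, p = 0.0286), but neither change was called with the 75th percentile shift (0.024, adjusted p = 0.728, and -0.15, adjusted p = 0.0521). *enol-1* (WBGene00011884, chromosome II from 8932106 to 8933798) was lower in *daf-2*, with a log2 fold change of -0.33 (adjusted p = 0.000417), and in *eat-2*, with -0.25 (adjusted p = 0.00489), the latter not called with the 75th percentile shift (adjusted p = 0.107) or with slide as a block (adjusted p = 0.0899). None of these genes was past the threshold on the size of the change.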

Interestingly, we detected an elevated level of phosphoenolpyruvate in *daf-2* mutants whereas a slightly decreased level of phosphoenolpyruvate is observed in *eat-2* mutants compared to N2 worms. This may be explained by the discovery that the expression level of *pck-2* (phosphoenolpyruvate carboxykinase) was upregulated in *daf-2* mutants while down-regulated in *eat-2* mutants. Furthermore, we observed an increased expression of *pyk-1* (pyruvate kinase), which may explain the elevated levels of pyruvate in *daf-2* mutants while it remained unchanged in *eat-2* mutants. 

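The gene *pck-2* (WBGene00011232, chromosome I from 7866356 to 7872080) was measured by 12 probes. Its most significant probe gave a log2 fold change of 0.45 (standard error 0.11, adjusted p = 0.00305) in *daf-2* and the most significant one for the other mutant -0.35 (standard error 0.10, adjusted p = 0.0144) in *eat-2*, both from limma. All *daf-2* arrays were above and all *eat-2* arrays below the N2 arrays (exact permutation test, p = 0.0286 for each), although 1 array of each mutant lay apart from the other 3 and the change in *eat-2* was not called with slide as a block (-0.29, adjusted p = 0.117). Over all its probes the log2 fold change ranged from 0.34 to 0.45 in *daf-2* and from -0.35 to -0.14 in *eat-2*. Compared directly, *pck-2* was higher in *daf-2* than in *eat-2* by 0.68 (adjusted p = 0.000151).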

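The most significant of the 6 probes of *pyk-1* (WBGene00009126, chromosome I from 9170254 to 9177497) had a normalized log2 signal of 12.21 ± 0.10 (SD, n = 4 arrays) in N2, 11.90 ± 0.14 in *daf-2* and 12.13 ± 0.057 in *eat-2*. Its log2 fold change from limma was -0.31 (standard error 0.077, adjusted p = 0.00361) in *daf-2* and -0.079 (standard error 0.077, adjusted p = 0.429) in *eat-2*. All *daf-2* arrays were below all N2 arrays (exact permutation test, p = 0.0286), and each of the 6 probes of *pyk-1* had a negative log2 fold change in *daf-2*, between -0.31 and -0.21. In *eat-2* the difference from N2 was within the spread between replicates (exact permutation test, p = 0.229).

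**Figure D3:**
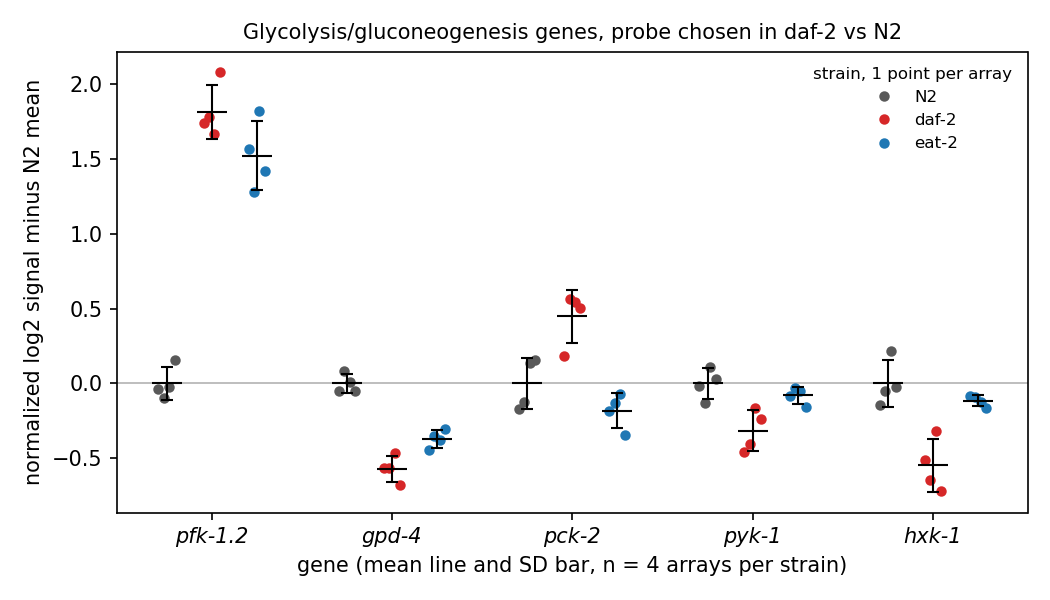
Normalized log2 signal of *pfk-1.2*, *gpd-4*, *pck-2*, *pyk-1* and *hxk-1* on each array relative to the N2 mean, with the mean and SD of the 4 arrays per strain, each at its most significant probe in *daf-2*. The *daf-2* mean lies 1.82 above N2 for *pfk-1.2* and at -0.31 for *pyk-1*.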

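For the hexokinase gene *hxk-1* (WBGene00008780, chromosome I from 9271443 to 9278689), listed on the array as *F14B4.2*, the log2 fold change was -0.55 (standard error 0.095, adjusted p = 0.000345) in *daf-2* and -0.13 (standard error 0.093, adjusted p = 0.284) in *eat-2* from limma. The 4 *daf-2* arrays were below the 4 N2 arrays (exact permutation test, p = 0.0286), and so were the 4 *eat-2* arrays (p = 0.0286 by the same exact test), although the change in *eat-2* did not pass the adjustment over all probes. With slide as a block the value in *eat-2* was 0.096 (adjusted p = 0.628), so its direction is not settled by these arrays. The difference between the mutants themselves was -0.43 (adjusted p = 0.00288).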

Another gene that encodes a key glycolytic enzyme is hexokinase, *hxk-1*, which was downregulated in *daf-2* mutants, possibly explaining our observations that β‑d‑fructose‑1,6P_2_ was lowered in *daf-2* mutants whereas in *eat-2* mutants *hxk-1* expression was elevated compared to N2 worms.

**Fig. 4:**
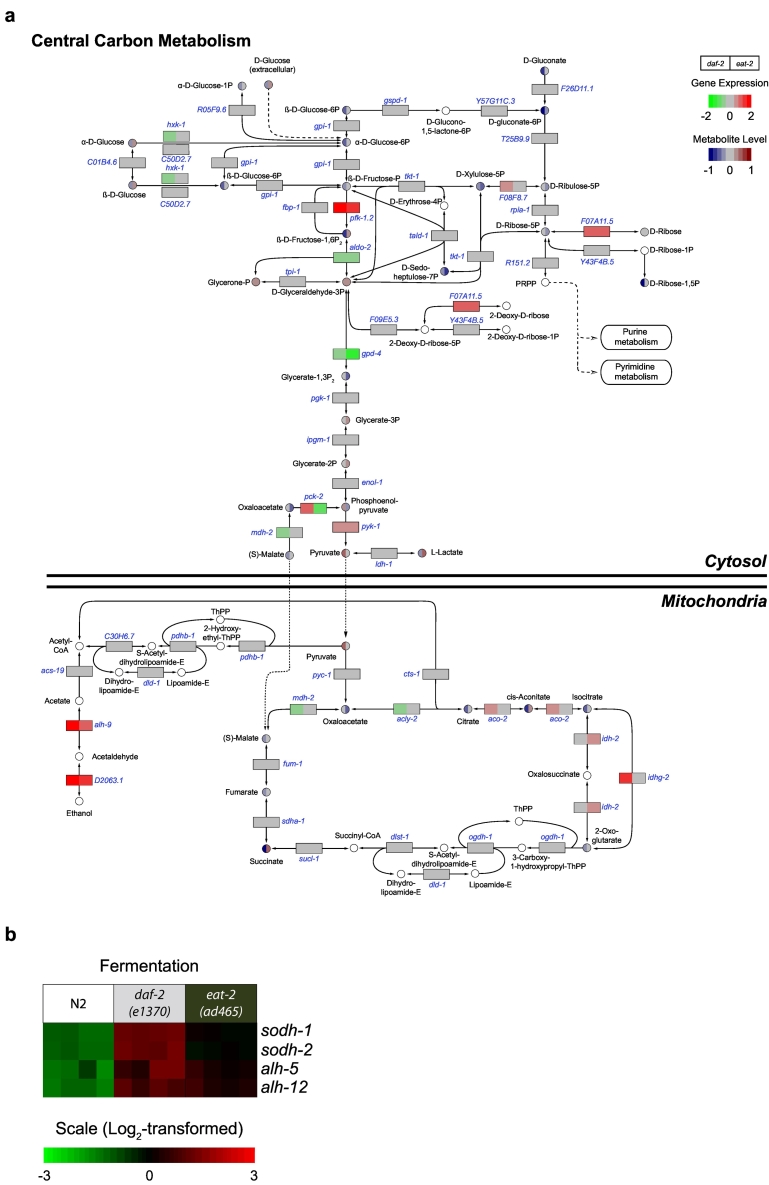
Central carbon metabolism pathways in *daf-2* and *eat-2* mutants. (a) Data from the gene expression profile (rectangles) and metabolite profile (circles) were color-coded and integrated in three major pathways of central carbon metabolism, including glycolysis/gluconeogenesis, the pentose phosphate pathway and TCA cycle. The majority of genes involved in glycolysis/gluconeogenesis remained unaltered in both long-lived mutants. Glycolysis/gluconeogenesis intermediates remained low in both long-lived mutants, except the final product of this pathway, i.e. pyruvate, which accumulated in *daf-2* mutants. Genes coding for PPP enzymes were mostly unchanged and PPP intermediates were lowered in both long-lived mutants. Alcohol fermenting genes also showed increased expression in both long-lived mutants. The majority of genes involved in the TCA cycle were unchanged and TCA intermediates were significantly lowered in *daf-2* mutants. TCA intermediates were unchanged in *eat-2* mutants except for elevated *cis*‑aconitate and succinate levels. White circles are metabolites that were not measured. (b) Gene expression profiles of genes that are involved in fermentative metabolism. Each column represents one biological replicate (four biological replicates for each worm strain), and the fold-change is represented as log_2_-transformed.

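Of the 16 glycolysis and gluconeogenesis genes named in the text or drawn in Fig. 4, 15 had a probe that could be tested. At an adjusted p under 0.05 from limma, 4 were higher and 7 lower in *daf-2* and 1 was higher and 10 lower in *eat-2*, leaving 4 of the 15 without a call in each mutant. Only *pfk-1.2* was past the threshold on the size of its change. The median log2 fold change over these genes was -0.13 in *daf-2* and -0.22 in *eat-2*, against -0.18 and -0.084 over all genes tested. The lowest value was that of *aldo-2*, at -0.65 and -0.57. After the 75th percentile shift, 2 genes were higher and 11 lower in *daf-2*. With slide as a block, 1 was higher, 3 lower and 11 not called in *eat-2*, and in *daf-2* these numbers were 3, 5 and 7. The 75th percentile shift lowers the genes that the paper names by a median of -0.27 in *daf-2* relative to quantile normalization, because most of them are bright and the shift moves bright probes down and dim probes up.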

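Of the 12 PPP genes with a testable probe, 2 were higher and 4 lower in *daf-2* at an adjusted p under 0.05 (limma), and 3 were higher and 3 lower in *eat-2*, with 6 of them called in neither direction in each mutant. Scaled by the 75th percentile shift, 1 was higher and 10 were lower in *daf-2*, while the counts in *eat-2* were the same. In *eat-2*, the model with slide as a block called 2 higher and 0 lower. The lower calls in *eat-2* also rested on single arrays. Without *eat-2* replicate 1, 3 genes were higher and 0 lower, and without N2 replicate 4, 3 and 1. With the mean of the probes of a gene, the numbers were 2 and 1.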

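Fig. 4 names 6 genes of alcohol fermentation, of which 4 were higher in each mutant at an adjusted p under 0.05 (limma). The other 2 were *alh-9*, at a log2 fold change of -0.12 (adjusted p = 0.152) in *daf-2* and -0.36 (adjusted p = 0.0013) in *eat-2*, and *D2063.1*, at -0.038 (adjusted p = 0.911) and -1.44 (adjusted p = 0.00173). The decrease of *D2063.1* in *eat-2* was not called with slide as a block (-0.88, adjusted p = 0.165).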

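Among the 16 TCA cycle genes tested, 4 were higher, 4 lower and 8 not called in *daf-2*, against 2, 2 and 12 in *eat-2* (limma, adjusted p under 0.05), and no gene was past the threshold on size in either mutant. The median log2 fold change was -0.078 in *daf-2* and -0.034 in *eat-2*, against -0.18 and -0.084 over all genes tested. In *daf-2* this tally depends on the scaling, since the 75th percentile shift gave 1 higher and 11 lower and a median of -0.35. With slide as a block it was 3 higher, 1 lower and 12 not called in *daf-2*. In *eat-2* these numbers were 1, 0 and 15, and lost calls there can also reflect lower precision. Single arrays moved the tally in *daf-2* both ways. It was 2 higher and 6 lower without *daf-2* replicate 3, and 3 and 6 without N2 replicate 1 or N2 replicate 2. It was 3 and 3 without N2 replicate 3 and 5 and 4 without *daf-2* replicate 2.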

The PPP is also involved in cytosolic central carbon metabolism. Transcript levels of most PPP genes in both long-lived mutants showed no significant differences compared to those in N2 worms, including *gdpd-1* (glucose‑6‑phosphate dehydrogenase), *Y57G11C.3* (6‑phosphogluconolactonase), *T25B9.9* (phosphogluconate dehydrogenase), *tkt-1* (transketolase), *rpia-1* (ribose 5‑phosphate isomerase A), *tald-1* (transaldolase 1), *R151.2* (phosphoribosylpyrophosphate synthetase 1), and *Y43F4B.5* (phosphoglucomutase 2) (Fig. 4). 

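No probe carries the name *gdpd-1*, and the gene drawn for glucose-6-phosphate dehydrogenase in Fig. 4 is *gspd-1*, which changed by 0.097 (adjusted p = 0.175) in *daf-2* (-0.23 with the 75th percentile shift, adjusted p = 0.0111) and 0.29 (adjusted p = 0.00244) in *eat-2*. *T25B9.9* had a log2 fold change of 0.0015 (adjusted p = 0.983) in *daf-2* and -0.044 (adjusted p = 0.566) in *eat-2*, *tkt-1* -0.13 (adjusted p = 0.132) and -0.050 (adjusted p = 0.599), and *Y43F4B.5* 0.083 (adjusted p = 0.197) and 0.070 (adjusted p = 0.323), all without a call by limma. With the 75th percentile shift, these 3 genes were called lower in *daf-2*, at -0.27, -0.16 and -0.28, and so was *tald-1*, at -0.33 against -0.070 (adjusted p = 0.386) after quantile normalization. *Y57G11C.3* was lower in both mutants, with a log2 fold change of -0.34 (standard error 0.062, adjusted p = 0.000526) in *daf-2* and -0.20 (standard error 0.062, adjusted p = 0.0215) in *eat-2*, the latter not called with slide as a block (adjusted p = 0.347), without N2 replicate 3 (-0.17, adjusted p = 0.0548) or without *eat-2* replicate 1 (-0.18, adjusted p = 0.0637). *rpia-1* was lower in *daf-2* (-0.20 (adjusted p = 0.0221)) but not with slide as a block (adjusted p = 0.233) or without N2 replicate 3 (-0.17, adjusted p = 0.0632), N2 replicate 4 (-0.16, adjusted p = 0.0717) or *daf-2* replicate 4 (-0.19, adjusted p = 0.0511). It was not called in *eat-2* (-0.094 (adjusted p = 0.298)). *tald-1*, listed on the array as *Y24D9A.8*, was higher in *eat-2* (0.22 (adjusted p = 0.0141)), again not with slide as a block (adjusted p = 0.0618) or with the mean of its probes (0.16, adjusted p = 0.0535). For *R151.2* the probe decides the value, since its 9 probes ranged from -0.52 to 0.031 in *daf-2*, where the most significant one gave -0.52 (adjusted p = 0.00112). In *eat-2* it was -0.14 (adjusted p = 0.0383), not called with slide as a block (adjusted p = 0.111) or without any one of N2 replicates 2 and 4 and *eat-2* replicates 1 and 3 (adjusted p between 0.0673 and 0.0796). All these changes were smaller than the threshold on size.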

We did, however, detect a significant upregulation in the expression of *F07A11.5*, an orthologue of human ribokinase (RBKS), in both long-lived mutants. Moreover, we observed an upregulation of *F08F8.7*, a gene encoding an enzyme that is predicted to have ribulose‑phosphate 3‑epimerase activity, in *daf-2* mutants compared to N2. 

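The single probe of *F07A11.5* (WBGene00008548, chromosome II from 11612275 to 11614391) had a log2 fold change of 1.12 (standard error 0.066, adjusted p = 6.67e-08) in *daf-2* and 0.79 (standard error 0.066, adjusted p = 2.2e-06) in *eat-2* from limma, so that only the former was past the threshold on size. Its normalized log2 signal was 9.12 ± 0.060 (SD, n = 4 arrays) in N2, 10.24 ± 0.10 in *daf-2* and 9.92 ± 0.077 in *eat-2*.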

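*F08F8.7* (WBGene00017272, chromosome III from 7345861 to 7347142) had a log2 fold change of 0.46 (standard error 0.075, adjusted p = 0.000215) in *daf-2* from limma, with all *daf-2* arrays above all N2 arrays (exact permutation test, p = 0.0286), and of 0.031 (adjusted p = 0.761) in *eat-2*. The increase in *daf-2* was not called with the 75th percentile shift (0.12, adjusted p = 0.159).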

Most PPP metabolite concentrations in both long-lived mutants remained either unchanged or relatively lower compared to N2. Taken together, the selective increased transcription levels of PPP genes and low levels of PPP intermediates suggests a lowered flux in this pathway in both long-lived mutants compared to N2 worms.

In both long-lived mutants, we observed a strong upregulation of genes encoding enzymes involved in alcohol fermentation, including *alh-5* (aldehyde dehydrogenase 3 family member B2), *alh-12* (aldehyde dehydrogenase 9 family member A1), *sodh-1* (sorbitol dehydrogenase family), and *sodh-2* (sorbitol dehydrogenase family) (Fig. 4a and b, Supplemental Table S1). 

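The largest of these changes were those of *sodh-1* (WBGene00010790, chromosome V from 11888236 to 11889650) and its neighbor *sodh-2* (WBGene00010791, chromosome V from 11889719 to 11891194). The log2 fold change of *sodh-1* was 3.01 (standard error 0.090, adjusted p = 6.58e-10) in *daf-2* and 1.42 (standard error 0.090, adjusted p = 3.85e-07) in *eat-2*, and that of *sodh-2* was 3.13 (standard error 0.099, adjusted p = 9.81e-10) and 1.43 (standard error 0.099, adjusted p = 6.99e-07), all from limma. Both rose more in *daf-2* than in *eat-2*, at a log2 difference of 1.59 (adjusted p = 7.55e-08) and 1.70 (adjusted p = 1.01e-07). *alh-5* (WBGene00000111, chromosome V from 1996109 to 1999581) increased by 0.76 (adjusted p = 2.07e-05) in *daf-2* and 0.55 (adjusted p = 0.000514) in *eat-2*, and *alh-12* (WBGene00000118, chromosome III from 7454081 to 7455982) by 0.98 (adjusted p = 1.32e-07) and 0.72 (adjusted p = 3.31e-06), below the threshold on size in both mutants. Each of the 4 genes was higher on all 4 arrays of both mutants than on any N2 array (exact permutation test, p = 0.0286 for each), and the calls against N2 held for all 4 genes under every alternative run. *alh-12* was higher in *daf-2* than in *eat-2* by 0.26 (adjusted p = 0.00545), which turned to -0.19 (adjusted p = 0.0647) with the 75th percentile shift.

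**Figure D4:**
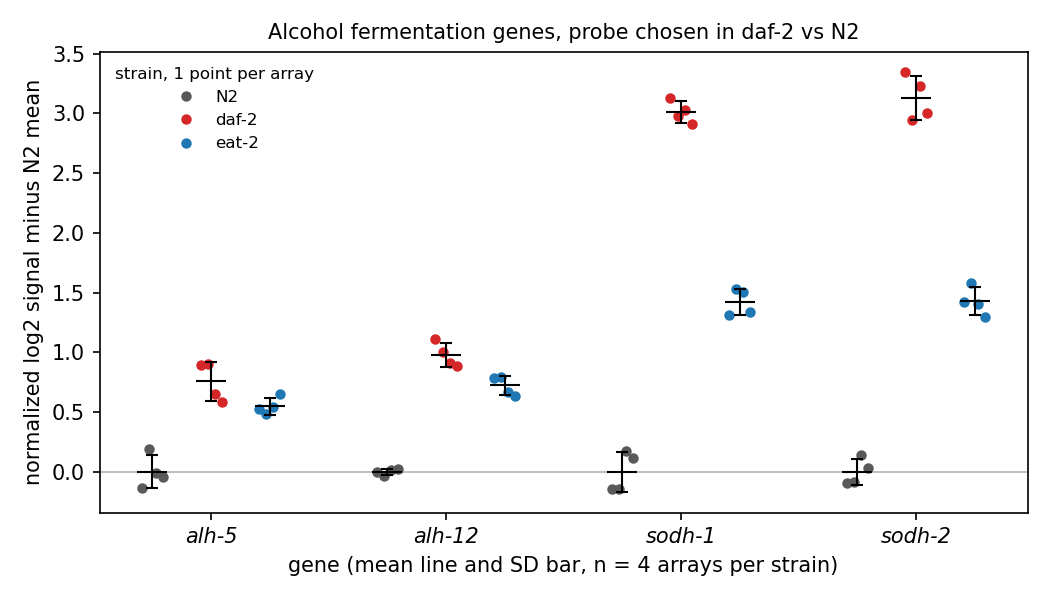
Normalized log2 signal of *alh-5*, *alh-12*, *sodh-1* and *sodh-2* on each array relative to the N2 mean, with the mean and SD of the 4 arrays per strain. The *daf-2* mean lies 3.13 and the *eat-2* mean 1.43 above N2 for *sodh-2*.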

The substrates of these dehydrogenases remain unclear, although SODH-1 has been reported to catalyze the breakdown of ethanol (Alaimo et al., 2012). In addition, SODH-1 was predicted to have oxidoreductase function and its expression can be regulated by several essential metabolic genes, including *daf-16* (FOXO), *lbp-5* (lipid binding protein), *mdt-15* (mediator subunit), and *pept-1* (peptide transporter) (Zhang et al., 2013; Xu et al., 2014; Geillinger et al., 2014). Hence, the known biological activity of SODH-1 may include more than its function in fermentative metabolism alone. Furthermore, upregulation of *alh-5* and *alh-12* may lead to higher intracellular levels of acetate which, together with the observed unchanged expression of *pdhb-1* (pyruvate dehydrogenase beta), may partly explain the low abundance of citrate that we observed in *daf-2* mutants and unaltered levels in *eat-2* mutants, respectively.

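*pdhb-1* (WBGene00015413, chromosome IV from 3399672 to 3403907) had a log2 fold change of -0.12 (standard error 0.078, adjusted p = 0.201) in *daf-2* and -0.010 (standard error 0.078, adjusted p = 0.93) in *eat-2* from limma, neither larger than the spread between replicates (exact permutation test, p = 0.114 and 0.971). In *daf-2* it was called lower with the 75th percentile shift (-0.45, adjusted p = 0.000388).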

As mentioned above, transcript profiles of both long-lived mutants did not show pronounced changes in mRNA levels for TCA cycle enzymes, and this pathway was therefore not identified in the KEGG pathway and GO term enrichment analyses (Table 1, Fig. 4). However, a few genes that encode key enzymes in the TCA cycle were differentially regulated in *daf-2* and *eat-2* mutants compared to N2. Specifically, *aco-2* (aconitase) and *idhg-2* (isocitrate dehydrogenase gamma), were upregulated, and *mdh-2* (malate dehydrogenase) and *acly-2* (ATP citrate lyase) were downregulated in *daf-2* mutants, and *idh-2* (isocitrate dehydrogenase) was upregulated in *eat-2* mutants (Fig. 4). Furthermore, we also observed low levels of TCA cycle intermediates in both long-lived mutants, except for *cis*‑aconitate and succinate that were relatively high in the *eat-2* mutant compared to N2. These findings suggest that energy metabolism in both long-lived mutants is differentially regulated compared to that in N2 worms. Moreover, the TCA cycle may be particularly impaired in *daf-2* mutants, as shown by the high level of pyruvate and reduced levels of TCA intermediate metabolites.

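In *daf-2*, *idhg-2* (WBGene00016266, chromosome I from 6974558 to 6977073) had the largest change of these genes, a log2 fold change of 0.85 (standard error 0.062, adjusted p = 3.54e-07) from limma. It was also higher in *eat-2*, at 0.39 (standard error 0.062, adjusted p = 0.000341). *aco-2* (WBGene00000041, chromosome III from 7974605 to 7977325) was higher in *daf-2* by 0.27 (standard error 0.10, adjusted p = 0.0311), but the arrays of both strains overlapped (exact permutation test, p = 0.0857), and the value was -0.12 (adjusted p = 0.281) with the 75th percentile shift and 0.12 (adjusted p = 0.391) with slide as a block. The call of *aco-2* was also lost without any one of N2 replicates 3 and 4 and *daf-2* replicates 3 and 4, at values from 0.20 to 0.25 (adjusted p between 0.0735 and 0.0907). *mdh-2* (WBGene00003162, chromosome III from 6606250 to 6608106) had a log2 fold change of -0.30 (standard error 0.082, adjusted p = 0.00715) in *daf-2*, a call that was lost with slide as a block (adjusted p = 0.0923), and 1 of its N2 arrays lay apart from the other 3 and overlapped with *daf-2* (exact permutation test, p = 0.0571). *acly-2* (WBGene00007150, chromosome V from 13116503 to 13120135) had -0.47 (standard error 0.067, adjusted p = 8.48e-05) in *daf-2* and -0.23 (standard error 0.067, adjusted p = 0.0159) in *eat-2*, where the call was lost with slide as a block (adjusted p = 0.144) and without *eat-2* replicate 1 (-0.20, adjusted p = 0.0524). The most significant of the 3 probes of *idh-2* (WBGene00007942, chromosome X from 11216000 to 11218153) changed by 0.086 (standard error 0.055, adjusted p = 0.223) in *eat-2*, where the arrays overlapped with N2 (exact permutation test, p = 0.0571), and its value was -0.094 with the 75th percentile shift.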

### 3.4 Pyrimidine metabolism is altered in both long-lived mutants

In characterizing the metabolic fingerprints of both long-lived mutants compared to N2 worms, we observed marked changes in nucleotides that are involved in the pyrimidine metabolic pathway. 

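The 28 pyrimidine genes named in the text or drawn in Fig. 5 were all tested with limma. At an adjusted p under 0.05, 10 were higher, 11 lower and 7 not called in *daf-2*, and 6 were higher, 9 lower and 13 not called in *eat-2*. The median log2 fold change was -0.024 in *daf-2* and -0.12 in *eat-2*, against -0.18 and -0.084 over all genes tested. With the 75th percentile shift, 3 genes were higher and 17 lower in *daf-2*, at a median of -0.26, and 5 were higher and 10 lower in *eat-2*. Including slide as a block turned the balance over in *eat-2*, with 7 higher, 4 lower and 17 not called, and gave 7, 10 and 11 in *daf-2*.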

We observed a general decrease of pyrimidine metabolic gene transcripts in both long-lived mutants, especially in *daf-2* mutants (Fig. 5). For instance, *rpb-6*, a gene encoding a human orthologue of the RNA polymerase II subunit F, was significantly downregulated in both long-lived mutants and likely resulted in the low levels we observed for UTP and CTP (Fig. 5). 

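*rpb-6* (WBGene00007355, chromosome II from 10579366 to 10579963) had a log2 fold change of -0.35 (standard error 0.076, adjusted p = 0.00174) in *daf-2* from limma, with all *daf-2* arrays below all N2 arrays (exact permutation test, p = 0.0286). In *eat-2* it was -0.11 (standard error 0.076, adjusted p = 0.264), with arrays that overlapped with N2 (exact permutation test, p = 0.0857). The 2 mutants differed from each other by -0.24 (adjusted p = 0.0219), a call that was lost without *daf-2* replicate 3 (-0.20, adjusted p = 0.0577), *daf-2* replicate 4 (-0.20, adjusted p = 0.0591) or *eat-2* replicate 1 (-0.21, adjusted p = 0.0613).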

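*ndk-1* (WBGene00009119, chromosome I from 10553112 to 10553913), measured by 4 probes, had a log2 fold change of -0.48 (standard error 0.057, adjusted p = 1.85e-05) in *daf-2* and -0.16 (standard error 0.057, adjusted p = 0.0371) in *eat-2* (limma). The call in *eat-2* was lost with the 75th percentile shift (-0.086, adjusted p = 0.352) and with slide as a block (-0.15, adjusted p = 0.246). It was also lost without any one of 9 of the arrays, with the highest adjusted p without N2 replicate 3 (-0.13, adjusted p = 0.11).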

We also detected low expression of *ndk-1* (nucleoside diphosphate kinase), which may explain the reduced levels of dTDP in the *eat-2* mutants. 

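*rnr-1* (WBGene00004391, chromosome III from 9225374 to 9228250) had a log2 fold change of -0.66 (standard error 0.068, adjusted p = 5.71e-06) in *daf-2* and -0.52 (standard error 0.079, adjusted p = 0.000272) in *eat-2* from limma, and all arrays of both mutants were below all N2 arrays (exact permutation test, p = 0.0286). *rnr-2*, which encodes the small subunit, had -0.75 (adjusted p = 1.86e-06) in *daf-2* and -0.54 (adjusted p = 5.78e-05) in *eat-2*.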

Another downregulated pyrimidine metabolic gene was *rnr-1*, which encodes the large subunit of ribonucleotide reductase and catalyzes the irreversible conversion of CDP and UDP to dCDP and dUDP, respectively.

**Fig. 5:**
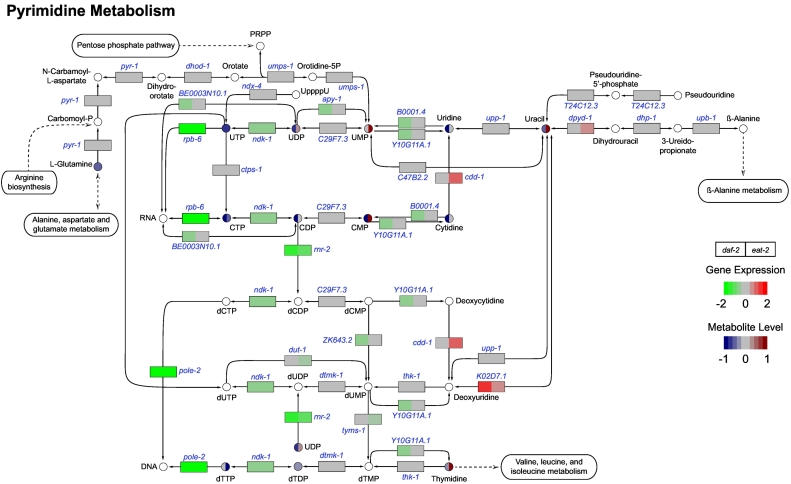
Pyrimidine metabolism pathways in *daf-2* and *eat-2* mutants. Genes involved in the pyrimidine metabolism in both long-lived mutants were significantly down-regulated compared to those in N2 worms. Only a few genes involved in pyrimidine degradation were upregulated. In line with the expression, most pyrimidine intermediates were low abundant in both long-lived mutants. White circles are metabolites that were not measured.

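Of the genes of pyrimidine degradation drawn in Fig. 5, *dhp-1* was past the threshold in *daf-2*, with a log2 fold change of 1.05 (adjusted p = 7.83e-08) from limma, and was higher by 0.27 (adjusted p = 0.00867) in *eat-2*. *upb-1* changed by 0.081 (adjusted p = 0.131) in *daf-2*, where the 75th percentile shift gave -0.13 (adjusted p = 0.0493), and by 0.26 (adjusted p = 0.000786) in *eat-2*. *cdd-1*, which encodes a cytidine deaminase, was higher by 0.44 (adjusted p = 0.00262) in *daf-2* and 1.07 (adjusted p = 6.72e-06) in *eat-2*.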

Overall, we observed decreased concentrations of pyrimidine intermediates in *daf-2* mutants that corroborates a downregulation of the majority of genes involved in pyrimidine metabolism. In contrast, although many pyrimidine metabolic genes have lowered expression in the *eat-2* mutants, we observed elevated concentrations of the pyrimidine intermediate metabolites, including UDP, UMP, CMP, uracil, and thymidine (Fig. 5). 

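*dpyd-1* (WBGene00016103, chromosome X from 5467870 to 5472683) had a log2 fold change of 0.62 (standard error 0.056, adjusted p = 4.5e-06) in *eat-2* from limma and of 0.40 (standard error 0.056, adjusted p = 6.92e-05) in *daf-2*, the latter not called with the 75th percentile shift (0.12, adjusted p = 0.0513). *K02D7.1* (WBGene00019298, chromosome IV from 292429 to 294845) was higher by 1.23 (standard error 0.059, adjusted p = 1.71e-08) in *daf-2* and 0.41 (standard error 0.059, adjusted p = 0.00017) in *eat-2*. All arrays of both mutants were above all N2 arrays for both genes (exact permutation test, p = 0.0286).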

Elevated levels of uracil may be associated with increased expression levels of *dpyd-1* (dihydro‑pyrimidine dehydrogenase) and *K02D7.1* (purine nucleoside phosphorylase). Overall, our cross-omics results suggest a down-regulation of pyrimidine metabolic pathways in both long-lived mutants.

### 3.5 Purine de novo synthesis pathways were enhanced in both long-lived mutants

We next explored the purine metabolic pathways, including de novo synthesis, the salvage pathways and purine degradation (Fig. 6). 

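Of the 4 genes named for de novo purine synthesis, *F38B6.4* (WBGene00018174, chromosome X from 6674869 to 6679851) had the largest change in *daf-2*, a log2 fold change of 1.78 (standard error 0.063, adjusted p = 2.24e-09) from limma, against 0.60 (standard error 0.063, adjusted p = 1.42e-05) in *eat-2*. *atic-1* (WBGene00016957, chromosome IV from 7882028 to 7900246), listed on the array as *C55F2.1*, had 1.52 (standard error 0.045, adjusted p = 5.88e-10) in *daf-2* and 0.70 (standard error 0.045, adjusted p = 4.17e-07) in *eat-2*. *ppat-1* (WBGene00011407, chromosome III from 4689305 to 4692165), listed as *T04A8.5*, was higher by 0.54 (standard error 0.087, adjusted p = 2e-04) and 0.54 (standard error 0.087, adjusted p = 0.000431). These 3 genes were higher on all arrays of both mutants than on any N2 array (exact permutation test, p = 0.0286). *pacs-1* (WBGene00044077, chromosome V from 9213754 to 9217242), listed as *tag-232*, had a log2 fold change of -0.28 (standard error 0.076, adjusted p = 0.0066) in *daf-2*, with all *daf-2* arrays below all N2 arrays (exact permutation test, p = 0.0286) and an adjusted p of 0.052 with slide as a block. In *eat-2* it was -0.074 (standard error 0.069, adjusted p = 0.403), with arrays that overlapped with N2 (exact permutation test, p = 0.143).

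**Figure D5:**
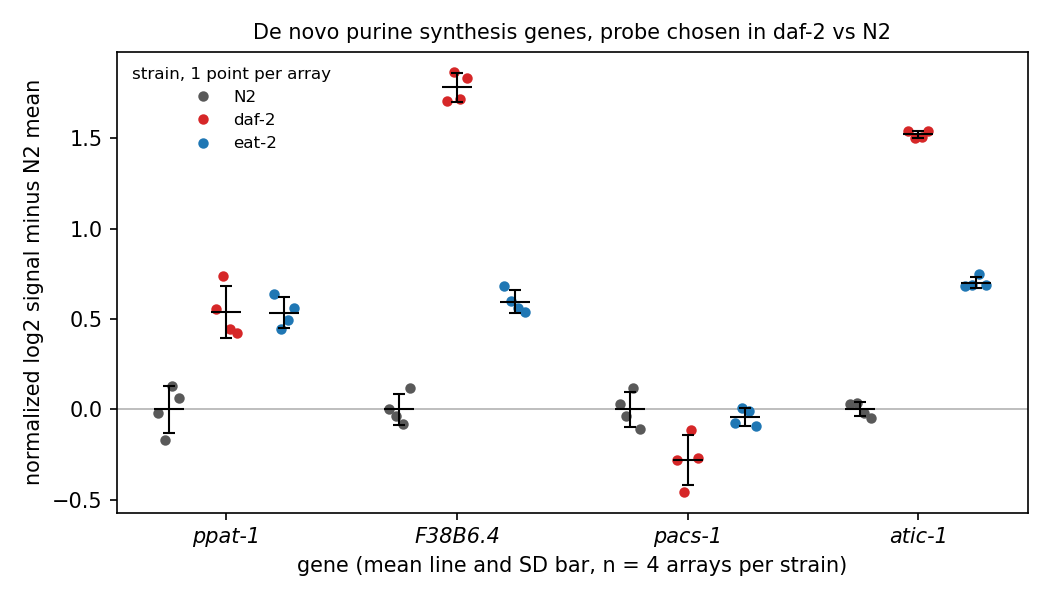
Normalized log2 signal of *ppat-1*, *F38B6.4*, *pacs-1* and *atic-1* on each array relative to the N2 mean, with the mean and SD of the 4 arrays per strain. The *daf-2* mean lies 1.78 above N2 for *F38B6.4* and at -0.28 for *pacs-1*.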

Most genes involved in de novo purine biosynthesis pathways, including *ppat-1* (phosphoribosyl pyrophosphate amidotransferase), *F38B6.4* (phosphoribosylamine‑glycine ligase and phosphoribosyl‑formylglycinamidine cyclo‑ligase), *pacs-1* (phosphoribosylamino‑imidazole carboxylase and phosphor‑ribosylaminoimidazole‑succinocarboxamide synthase), and *atic-1* (5‑aminoimidazole‑4‑carboxamide ribonucleotide formyltransferase/IMP cyclohydrolase), were upregulated in both long-lived mutants. We observed a low level of ribose‑5P in *eat-2* mutants compared to N2 and *daf-2* animals. Interestingly, the abundance of 5‑formamidoimidazole‑4‑carboxamide‑ribotide (FAICAR) and inosine monophosphate (IMP), the intermediates at the final two steps of purine ring synthesis, were decreased in *daf-2* mutants but elevated in *eat-2* mutants. Genes encoding enzymes involved in the salvage pathway are shared between purine and pyrimidine metabolism and we therefore observed a similar gene expression profile: most genes were the either downregulated or remain unchanged in both long-lived mutants. 

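Outside de novo synthesis, Fig. 6 names 21 further purine genes, of which 18 could be tested, since 1 has no probe of its name and the probes of *gcy-1* and *pde-5* were not well above background. With limma, 7 of them were higher, 4 lower and 7 not called in *daf-2* at an adjusted p under 0.05, and 6 were higher, 2 lower and 10 not called in *eat-2*. *hprt-1*, listed as *Y105E8B.5*, which encodes the phosphoribosyltransferase of the salvage pathway, was higher by 0.85 (adjusted p = 1.6e-05) in *daf-2* and 0.61 (adjusted p = 0.000424) in *eat-2*. With the 75th percentile shift the tally in *daf-2* was 7 higher and 10 lower, and with slide as a block the tally in *eat-2* was 2 higher and 1 lower.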

Similar to IMP, the levels of other purine nucleotides, including GDP, GMP, AMP, and ADP were elevated in *eat-2* mutants, while decreased in *daf-2* mutant. GTP and ATP remained at low levels in both long-lived mutants. 

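Besides *K02D7.1*, the steps of purine degradation drawn in Fig. 6 carry *C06G3.5*, *Y10G11A.1* and *xhd-1*. *C06G3.5* was higher by a log2 fold change of 0.86 (adjusted p = 7.52e-07) in *daf-2* and 0.26 (adjusted p = 0.0204) in *eat-2* from limma, where the arrays of *eat-2* and N2 overlapped (exact permutation test, p = 0.0857). The call of *C06G3.5* in *eat-2* was lost with the 75th percentile shift (0.15, adjusted p = 0.159), with slide as a block (0.33, adjusted p = 0.0736) and without any one of N2 replicates 1 and 2 and *eat-2* replicates 1 and 3 (adjusted p between 0.0527 and 0.0604). *Y10G11A.1* changed by -0.071 (adjusted p = 0.56) and -0.21 (adjusted p = 0.134), and no probe carries the name *xhd-1*.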

Notably, genes involved in purine degradation were upregulated in both long-lived mutants. Most nucleotide metabolic intermediates displayed complex patterns: some showed comparable concentrations to their upstream substrates, such as xanthine and hypoxanthine; guanine showed an opposite level compared to guanosine and GMP, which was elevated in *daf-2* mutants and lowered in *eat-2* mutants (Fig. 6). Overall, this result suggests an up-regulation of purine metabolism, including de novo synthesis, salvage pathways and degradation.

**Fig. 6:**
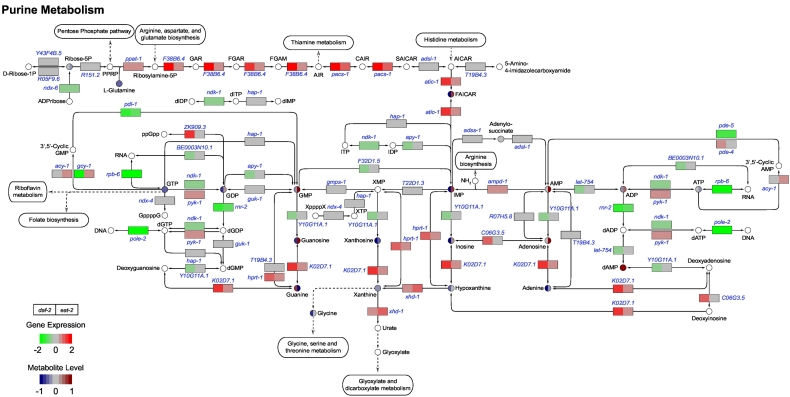
Purine metabolism pathways of *daf-2* and *eat-2* mutants. The majority of genes involved in the three major pathways (de novo synthesis, salvage, and degradation) of purine metabolism were significantly upregulated in both *daf-2* and *eat-2*. Three metabolites showed similar changes in both mutants, i.e. AMP, adenine, and xanthine. Most purine metabolism intermediates were decreased in *daf-2* mutants, except guanine; in *eat-2* mutants the differences in purine intermediate abundance is more diverse. White circles are metabolites that were not measured.

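Among the 4 genes of de novo synthesis, 3 were higher in each mutant, and with the 18 other purine genes tested the calls upward did not make up most of the genes in either mutant. The median log2 fold change was 1.03 in *daf-2* and 0.57 in *eat-2* for de novo synthesis, and 0.087 and 0.11 for the other genes. In *daf-2* the latter median was -0.25 with the 75th percentile shift, and in *eat-2* it was -0.0014. Past the threshold on size were 2 genes of de novo synthesis and 2 others in *daf-2*, all upward, and none in *eat-2*.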

**Fig. 7:**
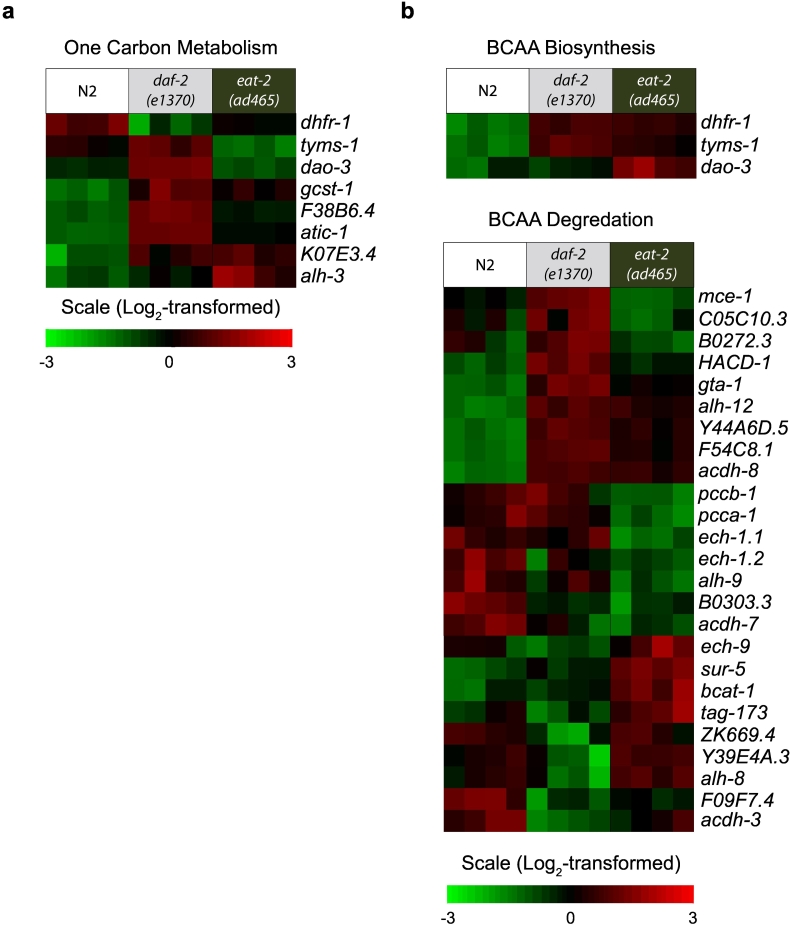
Heat maps showing transcriptional changes in specific gene sets. Gene expression profiles of gene sets that are involved in one carbon metabolism (a), and branched-chain amino acid (BCAA) metabolism (b). Each column represents one biological replicate (four biological replicates for each worm strain), and the fold-change is represented as log_2_-transformed.

### 3.6 Other altered metabolic pathways related to amino acids changes in the long-lived mutants

We also analyzed cross-omics data for the altered amino acid profiles in both long-lived mutants. Because we observed lower levels of methionine and glycine, which are involved in one-carbon metabolism, we checked the changes at the transcriptional level. Indeed, genes involved in one carbon metabolism, such as *atic-1*, *dao-3*, *F38B6.4*, *gcst-1*, and *K07E3.4*, were significantly upregulated in *daf-2* mutants and *alh-3*, *atic-1*, *F38B6.4*, *gcst-1*, and *K07E3.4* were upregulated in *eat-2* mutants (Fig. 7a and Supplementary Table S1). This suggests that one-carbon metabolism may be enhanced in both long-lived mutants.

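Fig. 7a shows 8 genes of one-carbon metabolism, of which 6 were higher and 1 lower in *daf-2* and 5 higher and 3 lower in *eat-2* (limma, adjusted p under 0.05). With slide as a block these numbers were 6 and 1 in *daf-2* and 4 and 2 in *eat-2*. With the 75th percentile shift they were 4 and 2 in *daf-2* and 3 and 3 in *eat-2*. *dao-3* (WBGene00000929, chromosome X from 8084208 to 8086550) rose by a log2 fold change of 1.04 (standard error 0.057, adjusted p = 3.93e-08) in *daf-2* and was -0.30 (standard error 0.057, adjusted p = 0.00121) in *eat-2*, a difference between the mutants of 1.34 (adjusted p = 7.33e-09). *gcst-1* (WBGene00017765, chromosome V from 5712928 to 5714772) was higher by 0.71 (standard error 0.060, adjusted p = 1.06e-06) in *daf-2* and 0.47 (standard error 0.060, adjusted p = 6.49e-05) in *eat-2*. *K07E3.4* (WBGene00019492, chromosome X from 8080872 to 8084018) was higher by 0.22 (standard error 0.055, adjusted p = 0.00375) and 0.25 (standard error 0.055, adjusted p = 0.00379), but with the 75th percentile shift it was -0.14 (adjusted p = 0.0542) and 0.16 (adjusted p = 0.059). *alh-3* (WBGene00000109, chromosome IV from 11022603 to 11025872) was higher in *eat-2* by 0.20 (standard error 0.050, adjusted p = 0.00685), a call that was lost with the 75th percentile shift (adjusted p = 0.184) and with slide as a block (adjusted p = 0.0823). In *daf-2* its value was 0.071 (adjusted p = 0.216), which became -0.27 (adjusted p = 0.00139) with the shift. The thymidylate synthase gene *tyms-1*, listed as *Y110A7A.4*, was higher in *daf-2* (0.30 (adjusted p = 0.00642), and -0.032 with the shift) and lower in *eat-2* (-0.62 (adjusted p = 7.98e-05)).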

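Of the 25 genes of BCAA degradation shown in Fig. 7b, 10 were higher, 8 lower and 7 not called in *daf-2* at an adjusted p under 0.05 from limma, and 9 were higher, 9 lower and 7 not called in *eat-2*. Only 3 of them in each mutant were past the threshold on size, all upward. Under the 75th percentile shift, 9 were higher and 13 lower in *daf-2* and 8 and 11 in *eat-2*. A model with slide as a block gave 9 higher and 7 lower in *daf-2* and 7 and 7 in *eat-2*.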

To gain insight into BCAA metabolism modulation, we evaluated the transcriptomic datasets and found that the majority of genes involved in the BCAA degradation pathway were altered in their expression levels in both long-lived mutants. In *daf-2* mutants, *Y44A6D.5*, *acdh-8*, *alh-12*, *F54C8.1*, *gta-1*, *hacd-1*, and *mce-1* were upregulated while in *eat-2* mutants, approximately 50% of the DEGs were upregulated (e.g. *bcat-1*) and the rest were downregulated (Fig. 7b and Supplementary Table S1). 

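The 3 genes past the threshold in both mutants were *Y44A6D.5* (WBGene00012855, chromosome V from 20801193 to 20803000), with a log2 fold change of 2.05 (standard error 0.12, adjusted p = 5.9e-08) in *daf-2* and 1.53 (adjusted p = 1.41e-06) in *eat-2*, *acdh-8* (WBGene00019406, chromosome II from 5794507 to 5796274), with 2.04 (standard error 0.10, adjusted p = 2.24e-08) and 1.76 (adjusted p = 2.31e-07), and *F54C8.1* (WBGene00010035, chromosome III from 9439910 to 9440948), with 2.10 (standard error 0.11, adjusted p = 2.59e-08) and 1.48 (adjusted p = 9.02e-07), all from limma. *gta-1* was higher by 0.44 (adjusted p = 1.51e-05) in *daf-2* and 0.25 (adjusted p = 0.00229) in *eat-2*, the latter not called with slide as a block (adjusted p = 0.0799). *hacd-1* was higher by 0.76 (adjusted p = 5.39e-07) in *daf-2* and by 0.21 (adjusted p = 0.0126) in *eat-2*, where the 75th percentile shift removed the call (0.15, adjusted p = 0.0789) and 1 array of each mutant lay apart from the others. *mce-1* went in opposite directions, at 0.61 (adjusted p = 1.26e-05) in *daf-2* and -0.38 (adjusted p = 0.000967) in *eat-2*, and the direct comparison of the mutants gave 0.99 (adjusted p = 4.64e-07). *bcat-1* (WBGene00001149, chromosome X from 12877480 to 12880325), which encodes the branched-chain aminotransferase, was higher in *eat-2* by 0.52 (standard error 0.087, adjusted p = 0.000492). In *daf-2* it was not called (0.11, adjusted p = 0.268). It was called higher there with the 75th percentile shift (0.41, adjusted p = 0.00932) and with slide as a block (0.24, adjusted p = 0.0435).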

The distinct alterations at the transcriptional level may explain why the level of BCAAs in *eat-2* mutants were lowered, and especially drastically reduced in *daf-2* mutants. From the functional annotation clustering for KEGG pathway terms, we observed a significant enrichment for tyrosine metabolism, glycine metabolism and degradation of aromatic compounds. Together with the previous observed lowered level of these amino acids in both *daf-2* and *eat-2* mutants, these data suggest a shift from carbon to amino acid catabolism as alternative energy source in both long-lived mutants.

## 4 Discussion

Impaired IIS and caloric restriction are two well-known longevity interventions that operate in parallel or through partially independent mechanisms (Houtkooper et al., 2010). Previous studies with whole-genome transcript profiling of long-lived mutants have discovered differential expression of gene sets that are involved in lipid metabolism, oxidative stress response and heat shock stress response (Zhang et al., 2013; Tullet, 2015; Heestand et al., 2013). Because most of these genes play important roles in energy metabolism, recent studies have put great effort into characterization of the metabolic consequences in these long-lived mutants (Wan et al., 2017; Butler et al., 2013; Depuydt et al., 2014). However, a correlation between the enzyme regulation at a transcriptional level and their metabolite concentrations remain unclear, especially with regard to energy metabolism (Depuydt et al., 2014). Although a number of essential regulators have been identified at the transcriptomic and metabolomic level of both long-lived mutants, the common mechanisms that underlie metabolic control of longevity in *daf-2* and *eat-2* mutants have not been elucidated. One possible reason is a lack of comprehensive metabolomics analysis and multi-layer omics platforms. In this study, we hence present an in-depth identification of changes at both the transcript and metabolite level to acquire comprehensive information of potentially common metabolic longevity pathways shared in two long-lived mutants. By analyzing the gene expression profile of *daf-2* and *eat-2* mutants, we have identified a number of genes in both animals that similarly regulate regions of the metabolic network. The analysis of KEGG pathways and GO terms on genes upregulated in both long-lived mutants showed a significant enrichment of genes involved in regulation of lipid metabolism (lipid storage and lipid localization) and amino acid metabolism (tyrosine, glycine, serine threonine, methionine and BCAAs). Conversely, biosynthesis of macromolecules, such as aromatic compounds and nucleobase-containing compounds, was downregulated in both long-lived mutants. Most of the transcriptomics findings are in a good agreement with previous studies in *eat-2* (Heestand et al., 2013) or *daf-2* (Murphy et al., 2003), and our work highlights the strong conservation of these pathways in these two longevity models. Furthermore, our work builds upon the studies independently assessing *eat-2* and *daf-2* transcriptional changes (Heestand et al., 2013; Murphy et al., 2003), and together suggests a phenotype that is conserved in each longevity model, namely, a metabolic shift in amino acid levels. Indeed, we observed lower amino acid levels in both long-lived mutants relative to controls. Although a previous study on the *daf-2* mutant showed an increase in the amino acid levels (Fuchs et al., 2010), this may due to the differences in the experimental conditions, such as sample collecting time, culture temperature and bacterial feeding strains. There are three main reasons that may explain the lowered amino acids in both long-lived mutants: (1) overall reduced protein catabolism, (2) increased protein biosynthesis, and (3) increased amino acid-dependent energy expenditure. When analyzing the transcriptomics data, we observed downregulation of protein processing in ER and ubiquitin mediated proteolysis in KEGG pathway enrichment analysis. This suggests that the lowered amino acids in the longevity models may indeed be due to an overall reduced protein catabolism. In addition to these observations, we also observed an upregulation of genes involved in the degradation of aromatic compounds and downregulated gene expression for aromatic compound biosynthesis, suggesting that amino acids, especially tyrosine, tryptophan, and phenylalanine are utilized as primary source for energy production. Indeed, several amino acids feed into the TCA cycle, including alanine, glutamine, tyrosine, and phenylalanine, and were lower in both long-lived mutants. As previous studies showed that protein turnover, particularly protein synthesis, slowed down in *daf-2* mutants (Visscher et al., 2016) and protein translation decreased in both *daf-2* and *eat-2* mutants (Essers et al., 2015), it is unlikely that increased protein biosynthesis is the cause for the lowered amino acids levels detected in both long-lived mutants. Taken together, these findings suggest a shift away from protein catabolism in both long-lived mutants and a strong involvement of amino acid utilization as an alternative energy source.

We observed several novel metabolite features shared in *daf-2* and *eat-2* mutants, including elevated levels of the purine salvage pathway intermediate (AMP) and reduced levels of the glycerolipid intermediate (glycerol‑3P), and purine degradation intermediates (adenine and xanthine). These findings suggest the existence of shared metabolite profiles and common alterations in biological processes that are required for longevity in both long-lived mutants. It is worth noting however that the metabolomes for both long-lived mutants showed a clear separation in our PCA analysis, indicating the presence of distinct polar metabolite features between the longevity mutants. Indeed, we identified novel metabolite features specifically present in either of these long-lived mutants. Several central carbon metabolism intermediates were lowered in the *daf-2* mutants, including succinate, citrate/isocitrate, gluconate and phosphoenolpyruvate, confirming an altered central carbon metabolism in *daf-2* animals. Specific metabolic signatures for the *eat-2* mutant were elevated levels of succinate and both pyrimidine and purine metabolism intermediates, highlighting an altered regulation in nucleotide metabolism.

In the fatty acid profiles of these two long-lived mutants we observed several fatty acids that showed a similar profile, i.e. lowered concentration of C18:0, C17:1, C19:1, C20:0 and C22:0. In *daf-2* mutants, we detected relatively higher MUFAs levels—especially due to high levels of C16:1 and C18:1—while in *eat-2* mutants, we observed higher PUFAs levels. Interestingly, elevated level of MUFAs was also observed in *rsks-1* and other long-lived mutants that are mediating longevity phenotype (Han et al., 2017). In addition, our findings on the enrichments of fatty acid species in *daf-2* mutants are comparable to previous studies using different approaches (Perez and Van Gilst, 2008; Shmookler Reis et al., 2011). Because we identified a significant enrichment of the lipid storage pathway in upregulated genes in both long-lived mutants, we further analyzed the gene clusters involved in the lipid metabolism. We observed an upregulation of genes involved in fatty acid degradation and fatty acid metabolism in both long-lived mutants in the KEGG pathway enrichment analysis, which are in line with the previous studies that showing the activation of fatty acid oxidation in mice undergoing DR (Hallows et al., 2011).

To further uncover potentially shared metabolic pathways that are important for longevity in both *daf-2* and *eat-2* mutants, we integrated transcriptome and metabolome datasets based on known KEGG pathways involved in central carbon metabolism, pyrimidine and purine metabolism. We analyzed three major pathways involved in central carbon metabolism, including glycolysis/gluconeogenesis, the PPP, and TCA cycle. We detected a distinct regulation at both transcript and metabolite levels involved in glycolysis/gluconeogenesis in *daf-2* and *eat-2* mutants. Proteomics analysis previously identified a set of proteins involved in amino acid metabolism, carbohydrate metabolisms and ROS detoxification that was significantly altered in *daf-2* mutants, although such proteins do not causally contribute to lifespan extension of *daf-2* mutants (Dong et al., 2007). In *eat-2* mutants, genes encoding enzymes that are involved in glycolysis and gluconeogenesis were downregulated, which is consistent with proteomics analyses (Yuan et al., 2012). Because we have observed lower amino acids levels and increased fatty acid levels in our metabolomics analysis, it is likely that amino acids serve as an alternative energy source for *daf-2* mutants (Depuydt et al., 2014; Fuchs et al., 2010; Elle et al., 2012). Similarly, a previous proteomics study on *eat-2* mutants showed a subtle shift from carbohydrate to fatty acid metabolism (Yuan et al., 2012), which is also partly reflected in our data. Additionally, our data pinpoint amino acids as an alternative nutrient source in *eat-2* mutants. Overall, our data suggest that both long-lived mutants display a large degree of metabolic flexibility (Smith et al., 2018), which allows them to cope better with the available energy source and maintain metabolic homeostasis.

Our results revealed an upregulation of pyrimidine degradation in both long-lived mutants. Although regulation of pyrimidine anabolism at gene expression level was similar in both long-lived mutants, we especially detected high levels of several pyrimidine intermediates in *eat-2* mutants. In contrast, purine metabolism, including de novo synthesis, salvage and degradation pathways, was upregulated in both long-lived mutants at the transcriptional level. At the metabolite level, although *daf-2* and *eat-2* mutants showed distinct features, two intermediates of purine degradation were lowered in both long-lived mutants (adenine and xanthine), denoting a novel metabolic signature shared between the two long-lived mutants.

In conclusion, the integration of transcriptomics and metabolomics analyses provides an extensive dataset of changes resulting from impaired IIS and CR in *C. elegans*. Importantly, although *daf-2* and *eat-2* mutants have extended lifespan through disparate mechanisms, impaired IIS and CR share transcriptome and metabolome signatures that likely facilitate longevity. These novel findings provide important insights into the relationship between metabolism and longevity and help pave the way towards metabolic and pharmacological interventions that may enhance longevity.

The following are the supplementary data related to this article.

Supplemental Table S1 Microarray datasets of genes that are differentially expressed between *daf-2* mutant and N2 worms or between *eat-2* mutant and N2 worms. Supplemental Table S1

Supplemental Table S2 Metabolite profiles of *daf-2* mutant, *eat-2* mutant and N2 worms. Supplemental Table S2

## Author contributions

AWG, RLS, and RHH conceived and designed the project. AWG, RLS, RK, MvW, and GEJ performed experiments and interpreted data. AWG, RLS and MvW performed bioinformatics. AWG, RLS, GEJ and RHH wrote the manuscript, with contributions from all other authors.

## Funding

We thank the Caenorhabditis Genetic Center, which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440), for supplying *C. elegans* strains. AWG is supported by an AMC PhD Scholarship. Work in the Houtkooper group is financially supported by an ERC Starting grant (no. 638290), and a VIDI grant from ZonMw (no. 91715305).

## Competing financial interests

The authors declare no competing financial interests related to this work.

## Data availability

The microarray data is available at Gene Expression Omnibus (accession number: GSE106672).

How the deposited data were processed for this re-analysis (not part of the article)

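The deposited series holds 12 one-colour Agilent arrays of RNA from young adult *C. elegans*, 4 of N2, 4 of *daf-2(e1370)* and 4 of *eat-2(ad465)*, each from 1 tube of worms. As deposited by the authors, the scanner files hold spot intensities that, per the file headers, the Agilent feature extraction software had background-subtracted and detrended within each array, with no normalization between arrays. The intensities of the series matrix were quantile normalized between arrays by the authors, on a linear scale, and each of its columns holds the same set of values. The set of values to which the authors normalized is not stated in the methods beyond its name. All values reported here come from the scanner files unless the series matrix is named. The metabolite measurements of the paper were not analysed here.

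Control spots were removed, and spots that the software had marked as non-uniform or as population outliers were left out. The remaining 61657 spots form 57925 probes, of which 2532 were spotted more than once and were averaged. Of these probes, 94.4% were matched to the reference gene table. The file header names an older build and the paper another, so positions were tested on the array's own coordinates, and on every chromosome at least 99.8% of the single-transcript coding genes overlapped their position in WBcel235. The log2 signals were quantile normalized to the median of the ranked values. A probe was tested when it was well above background on every array of at least 1 strain. R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8 was used. limma (lmFit and eBayes) fitted a mean per strain over all 12 arrays, and *daf-2* with N2, *eat-2* with N2 and *daf-2* with *eat-2* were compared, with Benjamini-Hochberg adjustment over the probes of each comparison. A gene is represented by its probe with the smallest p in the comparison, as in the paper. Counts use an adjusted p under 0.05 and a log2 fold change beyond 1 or -1, and single genes in the text are called higher or lower by the adjusted p alone. For genes of the text, an exact permutation test over the 4 and 4 arrays is given beside the adjusted p.

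Gene families were taken by symbol prefix, 18 in number, because the gene lists behind the GO and KEGG analyses were not available. They were tested with camera of limma at a preset correlation of 0.01 and with fry. Further families linked to moulting (*mlt*, *noah*, *wrt*, *grd*, *grl*, *ptr* and *nas*) were defined later, and *noah* had too few genes to be tested. The genes named in the text follow a rule. They are every gene the paper names for a claim on transcripts in its text, legends and pathway figures, and the mutated genes. For each mutant the 5 genes with the largest positive and the 5 with the largest negative log2 fold change were added, among genes past the threshold whose probe was well above background on all 8 arrays compared. Of the genes past the threshold in both mutants in 1 direction, and with such detection on all 12 arrays, the 5 whose smaller absolute log2 fold change was largest were added per direction. Gene names drawn only in the figures were read by eye. Genes that are drawn only in the figures enter the tallies per pathway, and not all of them are named singly. Any other gene that is named was chosen after its values were seen.

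Signal over background sets what can be measured. Protein-coding probes were well above background in 85.3% of the readings, those that the gene table lists only as ncRNA in 34.2%, miRNA probes in 6.38%, lncRNA probes in 54.9%, snoRNA probes in 66.3% and those of 21U-RNAs in 1.74%. The procedure was tested on simulated data with noise drawn independently for each probe. Genes with a probe well above background on all 12 arrays were changed by 2 on the log2 scale, up or down. Of these, 200 of 200 in *daf-2* and 195 of 200 in *eat-2* were recovered, with 4 and 2 wrong calls. Changes nearer to the threshold and dimmer genes were not simulated, so their recovery is not known. A shift of 0.5 of the *col* family was called, and so were 2 of the 17 families that had not been shifted, *vit* and *rp*.

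The alternatives changed 1 choice at a time. They were a shift of every array to a common 75th percentile, normexp background correction (offset 50) before quantile normalization, the series matrix values, no filter on dim probes, a filter for probes well above background on all 12 arrays, the methods' t-test with and without adjustment and without the filter, a fit of only the 2 strains compared, slide as a block, replicate number as a block, the mean of the probes of a gene, fry in place of camera, the N2 arrays divided between the mutants and each array left out in turn. The series matrix values with the methods' t-test, unadjusted and without a filter, were added after the data had been seen. Replicate numbers were not treated as pairs. The relative signals of arrays with the same number in different strains had a mean correlation of 0.013, against -0.0048 for other numbers. Of the first sheet of Table S1 only the first 1727 of its 4152 rows were available, so its gene lists were not compared with those found here, and only ratios of single genes were read from it.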

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

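The permutation tests on family medians, the search for outlying arrays in family medians, the test of non-coding genes with the 75th percentile shift and the pathway tallies under the alternatives were chosen only after results had been seen.

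In 18 of 321 groups of 4 arrays of a strain, taken for the genes named in the text and for the family medians, 1 array lay far from the other 3, by Dixon's criterion. Chance alone marks about 1 in 20 groups, which is close to the number seen, and no array was marked more than 3 times. The distances from the mean of the other 3 arrays were, on the log2 scale, -0.22 for *mdh-2*, -0.16 for *K07E3.4* and 0.24 for *acdh-2* in N2 replicate 2. In *daf-2* they were -0.35 for *pck-2*, 0.081 for *tald-1* and 0.16 for *cnc-7* in replicate 1, -0.16 for *ndk-1* in replicate 2, 0.19 for *daf-16* and -0.10 for the *rp* median in replicate 3, and -0.16 for *hacd-1* and -0.36 for *F47C10.6* in replicate 4. In *eat-2* they were 0.16 for *mce-1* in replicate 1, -0.56 for *Y47D7A.6* and 0.057 for the *rp* median in replicate 2, 0.065 for *atic-1*, -0.11 for *hacd-1* and -0.081 for *C06E4.3* in replicate 3, and -0.11 for *pck-2* in replicate 4. Leaving out the array concerned changed 1 call, that of *tald-1* between the mutants, which was -0.17 (adjusted p = 0.0598) without *daf-2* replicate 1, against -0.18 (adjusted p = 0.0306) with all arrays. The design gives no reason for a single array of a strain to differ, and no biological explanation was tested.

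A direct test of *daf-2* against *eat-2* with camera called 7 of the 18 families. The median log2 differences were *msp* (0.24, adjusted p = 0.00066), *col* (0.31, adjusted p = 7.11e-11), *clec* (-0.61, adjusted p = 0.00298), *lys* (-0.91, adjusted p = 0.00571), *abu* (3.59, adjusted p = 1.62e-07), *rp* (-0.16, adjusted p = 0.000282) and *his* (0.29, adjusted p = 2.87e-05). On the arrays, the family medians of the 4 *daf-2* and the 4 *eat-2* arrays did not overlap for 6 of these families (exact permutation test, p = 0.0286, the smallest that 4 and 4 arrays can give), and for *his* they did (p = 0.0571 by the same exact test). Slide was weighed as a technical explanation, since 3 of the *eat-2* arrays shared a slide with only 1 *daf-2* array. With slide as a block the differences were 0.18 for *msp*, 0.32 for *col*, -0.53 for *clec*, -0.93 for *lys*, 3.60 for *abu*, -0.13 for *rp* and 0.15 for *his*, all 7 still called, so slide alone is not the cause. The 75th percentile shift gave 0.19 for *msp*, 0.30 for *col*, -0.44 for *clec*, -1.13 for *lys*, 3.65 for *abu*, -0.17 for *rp* and 0.22 for *his*, again all called. By fry, the difference of *msp* was not called (adjusted p = 0.0657) and the other 6 were. A difference between the genotypes and a difference in developmental stage at harvest stay open, and neither was tested for these families except as described under the other observations.

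A total of 109 genes were past the threshold in opposite directions in the mutants, and all of them were also past the threshold in the direct comparison of *daf-2* with *eat-2*. Different probes for the same gene are not the cause, since 104 of the genes were represented by the same probe in both comparisons and 106 kept opposite signs when 1 probe was used for both. Chance is argued against, since 1 of 100 divisions of the 12 arrays into 3 groups of 4, the real one, gave as many such genes. That is the smallest share that 100 divisions can give. The genotype differences that the design names stay open as untested explanations.

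The paper discusses coding genes, while the array also carries probes for non-coding RNA. Of 2759 non-coding genes tested in *daf-2*, 147 were past the threshold upward and 440 downward, and of 2757 tested in *eat-2*, 50 were past it upward and 65 downward. Signal from coding transcripts at the same place is argued against as the cause of the decrease in *daf-2*, since 2.05% of these genes lie within a coding gene that was past the threshold downward, against 1.64% of the other non-coding genes tested. Quantile normalization of dim probes remains a candidate explanation, since only 88 genes were lower and 254 higher in *daf-2* with the 75th percentile shift, while in *eat-2* 51 were lower and 48 higher. The number lower in *daf-2* was 306 with slide as a block and 349 with the stricter filter. The direction of non-coding RNA in *daf-2* therefore rests on the scaling, and a change due to the genotype was not tested apart from it.

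Among the probes for 21U-RNAs, 34 genes were past the threshold in at least 1 mutant, in 38 comparisons with N2, with 1 up and 32 down of 99 tested in *daf-2* and 1 up and 4 down in *eat-2*. The gene that was up is *21ur-14945* in both mutants, and those down in *eat-2* are *21ur-1579*, *21ur-4368*, *21ur-4464* and *21ur-9840*, named here after their values were seen. Few 21U-RNA probes gave a signal, with 1.74% of the readings well above background, which lies within the range of the negative control spots (0% to 2.27% per array). Signal from overlapping coding transcripts explains few of the calls, since 7.89% of them lie within a coding gene that was past the threshold in the same direction, which are *21ur-14945* in both mutants and *21ur-4368* in *eat-2*. After the 75th percentile shift, 2 were up (*21ur-14945* and *21ur-3154*) and 3 down (*21ur-13455*, *21ur-1579* and *21ur-9840*) in *daf-2*, so the decrease there depends on the scaling in the same way as that of other non-coding RNA. The probes are 21 nucleotides long, and binding of other transcripts to so short a probe was not tested.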

How the results depend on the processing

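The setting that joins the series matrix values with the methods' t-test, unadjusted and without a filter, was chosen only after the data had been seen.

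Normexp correction lowered the counts most, to 1694 up and 426 down in *daf-2*, 821 up and 160 down in *eat-2*, 605 and 75 shared, 1079 between the mutants and 14 calls past the threshold among the genes the paper names (main value 23). The offset of 50 in this setting is larger than the median signal of any array (13.0 to 21.7) and shrinks the log2 ratios of dim probes. How much of the drop it accounts for was not tested. Of the genes past the threshold in the main analysis, it kept 2116 of 5474 in *daf-2* and 980 of 2962 in *eat-2*, all in the same direction. The 75th percentile shift gave 1231 genes down in *daf-2*, because it moves dim probes up, by a median of 0.40 in the dimmest genes (25% of those tested), and bright probes down, by -0.32 in the brightest 25%. The stricter filter gave 2112 genes up in *daf-2*, 1127 shared up and 1607 between the mutants, as it tests 18047 genes in place of 21183. The other counts of these results stayed within 1.5 times the main count under every alternative. With slide as a block, 4822 and 2460 of the main calls in *daf-2* and *eat-2* were kept, and the totals were 5178 and 2885, so slide alone does not explain the counts.

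The correlation between the mutants was 0.638 in the main analysis. It was 0.619 without a filter, 0.618 with the methods' t-test, unadjusted and without a filter, 0.611 with the setting added later, 0.683 with the stricter filter and 0.696 with only the 2 strains compared, all of which change the genes tested or the probe that stands for a gene. With the N2 arrays divided between the mutants it was 0.586, where fewer N2 arrays enter each comparison and none is shared.

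With each array left out in turn, the counts were 3235 to 3341 up and 1913 to 2602 down in *daf-2*, 2068 to 2285 and 740 to 926 in *eat-2*, 1650 to 1780 shared upward and 2427 to 2806 between the mutants. Those shared downward did not fall under 481 and stayed within 1.5 times the main count. The correlation ranged from 0.62 to 0.667, the calls past the threshold among the named genes from 23 to 25 and the family calls from 20 to 23. With replicate number as a block, a pairing for which the arrays gave no evidence, the counts were 3288 and 2189 in *daf-2* and 2161 and 796 in *eat-2*.

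For the counts of genes in *daf-2*, in *eat-2* and between the mutants, only the real division of the 35 of the 8 arrays gave as many. For the shared genes it was 1 of 100 drawn divisions, again the real one. These results argue against chance, although 1 of 35 and 1 of 100 are the smallest shares that such divisions can give. For the number of families called by camera, the share was 1 of 35 in *eat-2*. It was 3 of 35 in *daf-2*, where chance stays open. The margin in *eat-2* is narrow, with 13 families in the real division and 12 in the next, from fits of the 8 arrays, while the fit of all 12 arrays called 12 families. The 2 other divisions exchanged *daf-2* replicate 4 with N2 replicate 4 or with N2 replicate 2, and the latter follows the slides in part, since it puts N2 replicate 2 with the *daf-2* arrays of its slide and the N2 arrays of another slide on the other side. In the model with slide as a block, camera called the same families in *daf-2* except *egg* (adjusted p = 0.0704).

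For single genes, 5707 of 6111 values under settings with all arrays kept their side of an adjusted p of 0.05 and, where called, their direction, 185 lost a call, 175 gained one and 44 that were called in the main analysis or under the alternative changed direction. A further 88 changed sign without a call on either side, 31 of them with the 75th percentile shift, 29 with slide as a block and 15 with normexp correction, and they are among the 5707. With 1 array left out, 5404 of 5652 were the same, 201 lost and 47 gained a call, and no called value changed direction, while 122 without a call changed sign. The settings that changed most were the 75th percentile shift, with 33 calls lost and 54 gained, and slide as a block, with 66 lost and 8 gained. For families, 461 of 504 values were the same by this measure, 9 lost and 33 gained a call, 9 of the latter with fry, and 8 without a call changed sign. With 1 array left out these numbers were 417 of 432, 13 and 2.

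The changes of direction of values with a call came from the 75th percentile shift with 1 exception. In *daf-2* against N2, the values with the shift were *fbp-1* -0.18, *ldh-1* -0.18, *gspd-1* -0.23, *T25B9.9* -0.27, *Y43F4B.5* -0.28, *aco-2* -0.12, *pyc-1* -0.12, *sucl-1* -0.058, *umps-1* -0.21, *ndx-4* -0.056, *apy-1* -0.30, *upp-1* -0.13, *dtmk-1* -0.17, *tyms-1* -0.032, *T24C12.3* -0.0012, *upb-1* -0.13, *adsl-1* -0.24, *T19B4.3* -0.015, *gmps-1* -0.30, *T22D1.3* -0.32, *K07E3.4* -0.14, *alh-3* -0.27, *C05C10.3* -0.17, *B0272.3* -0.072, *pccb-1* -0.21, *ech-1.1* 0.36 and *sur-5* -0.15. In *daf-2* against *eat-2* they were *pgk-1* -0.031, *gpi-1* -0.31, *tpi-1* -0.018, *T25B9.9* -0.20, *Y43F4B.5* -0.27, *alh-12* -0.19, *alh-9* -0.059, *dld-1* -0.26, *sucl-1* -0.15, *thk-1* -0.22, *T19B4.3* -0.060, *T22D1.3* -0.33, *ampd-1* -0.15, *gcst-1* -0.032, *ech-1.2* -0.20 and *B0303.3* -0.21. The median of the *rp* family in *eat-2* became 0.033. The shift lowers the 130 genes that the paper names and that were tested by a median of -0.27 in *daf-2* and -0.069 in *eat-2*, since most of them are bright, and turns 47 higher and 41 lower genes in *daf-2* into 31 and 76. The exception is *R151.2* between the mutants, at 0.027 with the mean of its probes, which disagree with each other.

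Signal over background limits the dim genes, since 51.1% to 55.8% of the spots were well above background. Where a gene had no array above background in a strain, its fold change is a bound, as for *dod-24* in *daf-2*, which was at least 9.80-fold lower than in N2. Without a filter the counts were 3656 up and 2470 down in *daf-2* and 2304 and 891 in *eat-2*. All alternatives named in the processing summary gave values, fry for families and the divided N2 arrays for the correlation only.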

Differences from the paper's values

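A count was taken to differ from the paper's when 1 was more than 1.5 times the other and they lay further apart than the SD over the fits with 1 array left out, and a log2 ratio when it was further from the paper's than the SD between replicates. By these criteria none of the paper's stated values differs from the main values, although the counts are not equal. The measures are not the same, since the paper used an unadjusted t-test and names no filter on dim probes. In proportion, the widest gap is that of the genes down in *eat-2*, at 793 against the paper's 983. In number of genes, it is that of the genes up in *daf-2*, at 3295 against 3544. With the methods' t-test, unadjusted and without a filter, the counts were 3681 up and 2492 down in *daf-2*. They were 2382 and 969 in *eat-2*, and 1753 and 599 for the shared genes. The values compared are 6 counts and the log2 ratios of 8 genes in *daf-2* from the part of Table S1 that was available. The setting that joins the series matrix values with the methods' t-test was chosen only after the values had been seen. Under the alternatives set before the data were examined, all 6 counts differ with normexp correction, 5 with the stricter filter and 2 with the 75th percentile shift, while they do not differ under the other alternatives. Of the 8 ratios, 7 differ with the 75th percentile shift, 6 with normexp correction and 4 with the series matrix values, as do 4 with the setting chosen after seeing the values. The ratio of *pfk-1.2* also differs without *daf-2* replicate 3 (1.94) and that of *F07A11.5* without *daf-2* replicate 4 (1.18), and under the other alternatives none of them does.

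Of the genes whose direction in *daf-2* the paper states, 23 of 25 given as increased and 7 of 7 given as decreased were called in that direction, and of those in *eat-2* 15 of 19 and 4 of 5. The paper gives *pyk-1* as increased in *daf-2*. For *eat-2* its wording is ambiguous, since either the gene or pyruvate is said to be unchanged, while its Fig. 6 shows the gene increased in both mutants. The tally above follows the figure, and if the gene is read as unchanged in *eat-2*, the value there is no difference from the paper. Here *pyk-1* was lower in *daf-2*, at -0.31 (adjusted p = 0.00361), and not called in *eat-2*, at -0.079 (adjusted p = 0.429), and no setting run gave a positive value. The paper gives *pacs-1* as increased in both mutants, while it was -0.28 (adjusted p = 0.0066) in *daf-2* and -0.074 (adjusted p = 0.403) in *eat-2*, again with no setting giving a positive value. The paper gives *hxk-1* as increased in *eat-2*, where it was -0.13 (adjusted p = 0.284), and only slide as a block gave a positive value (0.096, not called, adjusted p over the alternatives from 0.106 to 0.628). For *idh-2* in *eat-2*, given as increased, the value was 0.086 (adjusted p = 0.223). It was called higher by the methods' t-test unadjusted, with and without the filter, and by the series matrix values with that test, a setting chosen after seeing the values, and it was -0.094 with the 75th percentile shift. For *rpb-6* in *eat-2*, given as decreased, the value was -0.11 (adjusted p = 0.264), and no setting run called it.

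The paper gives 12 genes as unchanged in each mutant, 1 of which has no probe, and 5 of them in each mutant were called at an adjusted p under 0.05, none of them past the threshold on size. In *daf-2* these are *ipgm-1* at 0.23, *enol-1* at -0.33, *Y57G11C.3* at -0.34, *rpia-1* at -0.20 and *R151.2* at -0.52, and in *eat-2* *ipgm-1* at -0.17, *enol-1* at -0.25, *Y57G11C.3* at -0.20, *tald-1* at 0.22 and *R151.2* at -0.14. Settings without a call were the 75th percentile shift for *ipgm-1* in both mutants and *enol-1* in *eat-2*, slide as a block for *rpia-1* in *daf-2* and for all 5 genes in *eat-2*, the mean of the probes for *R151.2* in both mutants and *Y57G11C.3* and *tald-1* in *eat-2*, and replicate number as a block for *R151.2* in *eat-2*. With slide as a block, the values in *eat-2* were no smaller for *ipgm-1* (-0.20), *tald-1* (0.22) and *R151.2* (-0.23), so lower precision removed these calls. They were smaller for *enol-1* (-0.21) and *Y57G11C.3* (-0.13). Leaving out single arrays also removed the calls of *rpia-1* in *daf-2* and of *Y57G11C.3* and *R151.2* in *eat-2*, with the adjusted p reaching 0.0717 without N2 replicate 4, 0.0637 without *eat-2* replicate 1 and 0.0796 without *eat-2* replicate 1.

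Over the glycolysis genes of the text and Fig. 4, 4 of 15 were higher and 7 lower in *daf-2* and 1 higher and 10 lower in *eat-2*. The paper's legend of Fig. 4 describes most of them as not altered in both mutants, while its discussion describes them as downregulated in *eat-2*, so that the tally in *eat-2* differs from the former statement only. By the threshold on size, 1 of them was past it in each mutant. The setting with slide as a block left 11 of the 15 without a call in *eat-2*, and no setting left most without a call in *daf-2*. Over the pyrimidine genes, 11 of 28 were lower and 10 higher in *daf-2*, and 9 lower and 6 higher in *eat-2*, while the paper describes a decrease of the pathway in general. In *daf-2* the 75th percentile shift gave 17 lower and 3 higher, a setting under which most of them are lower. In *eat-2*, slide as a block gave 4 lower and 7 higher, and no setting called most of them lower. Over the purine genes, 10 of 22 were higher in *daf-2* and 9 of 22 in *eat-2*, while the legend of the paper's Fig. 6 describes most as increased. The paper's text on the salvage pathway describes most of its genes as decreased or unchanged. The methods' t-test unadjusted, with or without the filter, called 12 of 22 higher in *eat-2*, and so did the setting with the series matrix values that was chosen after seeing the values, while no setting called most of them higher in *daf-2*.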

Other observations

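The tests of the moult-linked families within each mutant were chosen only after the results had been seen, and so were the sums of related genes on the linear scale, while the joint test of the families in both mutants was planned, as were the tests of slide and of reproductive development.

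The sperm families *msp* and *spe* were higher in both mutants. Slide does not account for it, since the lowest of their medians with slide as a block was 1.11. A harvest of the mutants at an earlier point of reproductive development than N2 might also raise sperm genes and would then lower the yolk and eggshell families *vit*, *cpg* and *egg*. Camera called 3 of the 6 pairs of these families and mutants lower, and all 6 medians were negative. The 3 calls are *vit* in *daf-2* (-0.70) and *eat-2* (-0.42) and *egg* in *daf-2* (-0.43). Both *vit* calls were lost with the 75th percentile shift (adjusted p = 0.105 and 0.0913), camera also called *vit* in simulated arrays on which it was unchanged, and the *egg* call was lost with slide as a block (adjusted p = 0.0704). In turn, both *vit* calls held with slide as a block (adjusted p = 0.0213 and 0.0326), the *egg* call held with the 75th percentile shift (-0.76, adjusted p = 0.00997), and the array medians of *vit* were all below those of N2 in both mutants (exact permutation test, p = 0.0286). fry called all 6 pairs lower, with adjusted p from 7.15e-07 to 0.012. A stage difference and a change of the genotype cannot be told apart, since either would lower these families and stage was not recorded apart from strain. The medians do not decide it either, since for *cpg* in *daf-2* the array medians differed by 0.16 while the median over genes was -0.48.

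The *abu* and *col* families were higher in both mutants, and slide does not account for it, since the lowest of their medians with slide as a block was 0.51. A harvest nearer to a moult might raise these families together with others expressed at moults. The median log2 fold changes in *daf-2* and *eat-2* were 1.87 and -0.044 for *mlt*, 2.88 and 0.93 for *wrt*, 1.72 and 0.98 for *grd*, 1.06 and 0.0033 for *grl* and 0.26 and -0.25 for *ptr*. Over both mutants camera called 6 of 10 pairs of moult-linked family and mutant higher, which leaves the question open. Within *daf-2* it called 5 of 5, so a moult nearer to harvest is a candidate explanation there. Within *eat-2* it called 1 of 5, *grd*, and the other measures go both ways. fry also called *wrt* higher (adjusted p = 0.0277) and *ptr* lower (adjusted p = 0.000451), and the array medians were all above N2 for *grl*, by 0.45 on average, and all below for *ptr*, at -0.43 (exact permutation test, p = 0.0286 for each), so a moult stays open there. The *nas* proteases, which were not part of the test, had medians of 1.15 in *daf-2* and 0.24 in *eat-2*.

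The *daf-16* transcript, whose gene the paper mentions as a regulator of *sodh-1*, had a log2 fold change of -0.79 (adjusted p = 1.56e-05) in *daf-2*. In *eat-2* it was -0.32 (adjusted p = 0.0399), a call that was lost under several alternatives, among them the 75th percentile shift (-0.16, adjusted p = 0.0711) and slide as a block (-0.60, adjusted p = 0.061), and without any one of 8 of the arrays, with the highest adjusted p without *eat-2* replicate 1 (-0.25, adjusted p = 0.105).

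The direction of *pyk-1* and *hxk-1* differs from Fig. 4, which might draw a node that sums related genes. The summed log2 fold change was 0.52 in *daf-2* and 0.40 in *eat-2* over the *pyk* genes and -0.48 in *eat-2* over the *hxk* genes, which takes the paper's direction in 2 of the 3 cases and not in all, and 1 of the 2, *pyk-1* in *eat-2*, rests on the figure alone. The paper's methods speak of summed expression, and the log2 fold change of the summed signals was 0.0095 and 0.054 over the *pyk* genes, within the spread between N2 arrays (SD 0.091), and -0.12 over the *hxk* genes in *eat-2* (SD of the N2 arrays 0.095). For *pck*, whose single gene had the paper's direction, the sum of log2 fold changes was 3.16 in *daf-2* and 0.76 in *eat-2*, away from the paper's direction in *eat-2*, and the summed signals gave 0.49 and -0.39, which keep it.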
